# SRRM2 splicing factor modulates cell fate in early development

**DOI:** 10.1242/bio.060415

**Published:** 2024-04-24

**Authors:** Silvia Carvalho, Luna Zea-Redondo, Tsz Ching Chloe Tang, Philipp Stachel-Braum, Duncan Miller, Paulo Caldas, Alexander Kukalev, Sebastian Diecke, Stefanie Grosswendt, Ana Rita Grosso, Ana Pombo

**Keywords:** Srrm2, SRm300, Splicing, Pluripotency, Stemness, Single-cell transcriptomics

## Abstract

Embryo development is an orchestrated process that relies on tight regulation of gene expression to guide cell differentiation and fate decisions. The *Srrm2* splicing factor has recently been implicated in developmental disorders and diseases, but its role in early mammalian development remains unexplored. Here, we show that *Srrm2* dosage is critical for maintaining embryonic stem cell pluripotency and cell identity. *Srrm2* heterozygosity promotes loss of stemness, characterised by the coexistence of cells expressing naive and formative pluripotency markers, together with extensive changes in gene expression, including genes regulated by serum-response transcription factor (SRF) and differentiation-related genes. Depletion of *Srrm2* by RNA interference in embryonic stem cells shows that the earliest effects of *Srrm2* heterozygosity are specific alternative splicing events on a small number of genes, followed by expression changes in metabolism and differentiation-related genes. Our findings unveil molecular and cellular roles of *Srrm2* in stemness and lineage commitment, shedding light on the roles of splicing regulators in early embryogenesis, developmental diseases and tumorigenesis.

## INTRODUCTION

Embryo development is a dynamic complex process that requires refined spatial and temporal gene expression regulation, coordinating cell differentiation and cell fate decisions. A major aspect of gene expression that contributes to gene function diversity is alternative splicing. Changes in the expression levels of specific splicing factors can induce cell differentiation of pluripotent cells and commitment to specific embryonic lineages. Specific splicing events of developmental transcription factors can promote and modulate differentiation (Tsai et al., 2014; Mayshar et al., 2008; Venables et al., 2013; Gabut et al., 2011; Han et al., 2013). Genome-wide programs of alternative splicing are also dynamic during cell differentiation or cell lineage reprogramming (Baralle and Giudice, 2017; Wu et al., 2010; Revil et al., 2010; Cloonan et al., 2008). Although alternative splicing is increasingly understood as a dynamic process that accompanies gene expression rewiring during development, the contributions of splicing regulators to pluripotency and lineage commitment remain ill defined.

Splicing is catalysed by small nuclear ribonucleoproteins (snRNPs) and non-snRNPs splicing factors. The pan-eukaryotic serine/arginine repetitive matrix (SRRM) family of SR-related proteins are splicing factors that lack RNA-binding domains and play important roles in both constitutive and alternative splicing regulation (Blencowe et al., 1998; Torres-Méndez et al., 2019). The SRRM family comprises four elements, SRRM1, SRRM2, SRRM3 and SRRM4. Both SRRM1 and SRRM2 promote early stages of splicing, by mediating interactions between SR proteins bound at exonic enhancers and at splice or branch sites marked by U1/U2 snRNPs, typically promoting exon inclusion (Blencowe et al., 1998, 1999; Eldridge et al., 1999). SRRM1 and SRRM2 proteins are broadly expressed among different tissues, while SRRM3 and SRRM4 are expressed in brain tissues. Misregulation of SRRM2 has been implicated in cancer and neurological disorders (Tomsic et al., 2015; Shehadeh et al., 2010; Cuinat et al., 2022). SRRM3/4 play crucial roles in microexon splicing, with important roles in brain function (Irimia et al., 2014; Quesnel-Vallières et al., 2016), and their misregulation can lead to neurological and neurodevelopmental problems (Nakano et al., 2019; Calarco et al., 2009; Quesnel-Vallières et al., 2016, 2015; Nakano et al., 2012).

SRRM2 has been recently linked to developmental disorders in a meta-analysis of 31,058 human exomes, showing the strongest enrichment for *de novo* mutations (Kaplanis et al., 2020). SRRM2 has a high probability of intolerance to loss-of-function variants in humans (Karczewski et al., 2020; Petrovski et al., 2013), suggesting that it plays a gene-dosage dependent critical role in key biological processes. For example, *Srrm2* expression decreases during the differentiation of human primary macrophages and its depletion upregulates differentiation marks in human myeloid-like cells (Liu et al., 2018; Xu et al., 2022). Data from the International Mouse Phenotyping Consortium also identify *Srrm2*-dosage effects in *Srrm2*-knockout mice, whereby homozygous loss-of-function leads to embryonic lethality at the pre-weaning stage, whereas *Srrm2*-heterozygous mice are viable (www.mousephenotype.org, Groza et al., 2022). *Srrm2* dosage effects in embryonic development have been reported for its *C. elegans* ortholog (Fontrodona et al., 2013), but not yet investigated in mammalian development.

In this study, we use constitutive and transient depletion of *Srrm2* in mouse embryonic stem cells (mESC) to investigate the effects of *Srrm2* dosage in early mammalian development. We found that constitutive *Srrm2* heterozygosity leads to a partial loss of stemness characterised by extensive changes in gene expression including the co-expression of naïve and formative pluripotency markers. Transient *Srrm2* depletion identifies alternative splicing of a small number of genes with potential roles in stemness and early differentiation.

## RESULTS

### *Srrm2* reduction impairs the maintenance of mESC pluripotency

To explore the expression of *Srrm1* and *Srrm2* genes in early development, we mined single-cell and bulk gene expression data from public resources (https://apps.kaessmannlab.org/evodevoapp/, https://endoderm-explorer.com/, Cardoso-Moreira et al., 2019; Nowotschin et al., 2019). We found that *Srrm2* is highly expressed in E3.5-5.5 blastocyst cells, with slightly increased expression from E3.5 inner cell mass (ICM) cells to E5.5 visceral endoderm (VE) cells and especially epiblast cells (Fig. 1A). *Srrm2* is also expressed in all tissue lineages, albeit with different expression levels and with a tendency to decrease, especially in non-neuronal tissues, during embryonic development (Fig. 1B). In contrast, *Srrm1* and *Sf3b1*, a small nuclear ribonucleoprotein with roles in splicing and a spliceosome component, respectively, are more stably expressed between different lineages and during development (Fig. S1A).

**Fig. 1.**
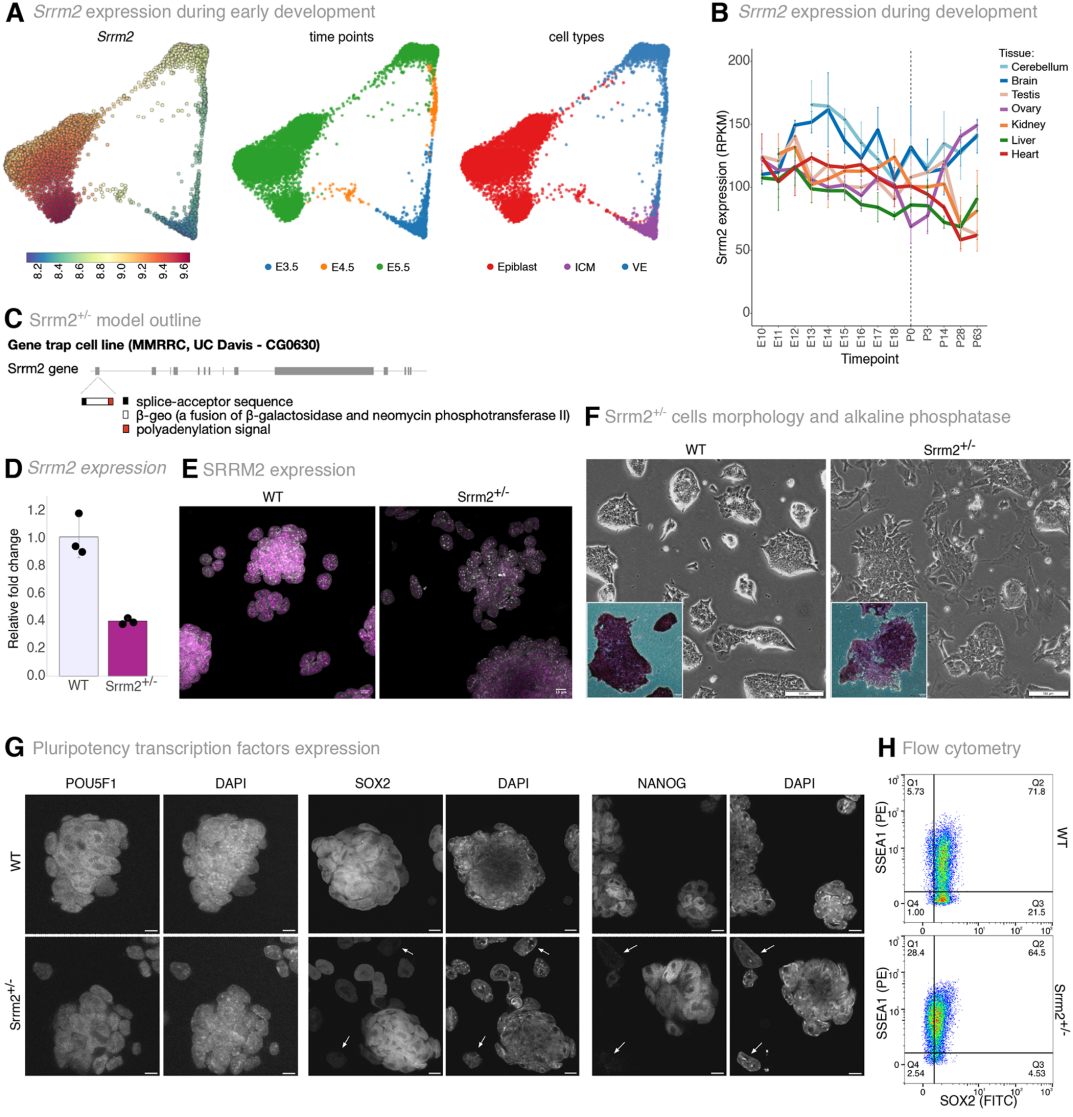
***Srrm2* expression levels influence the pluripotent state of mESC.** (A) Single-cell expression of *Srrm2* during E3.5-E5.5 mice embryo development (Nowotschin et al., 2019). Force-directed layouts coloured by *Srrm2* gene expression (left), development time (middle) or cell type labels (right; ICM, inner cell mass; VE, visceral endoderm). (B) *Srrm2* expression levels during pre-natal (E) and post-natal (P) developing mouse tissues (RPKM) (Cardoso-Moreira et al., 2019). The vertical dashed line represents the birth time point. (C) Srrm2^+/−^ knockout gene-trap embryonic stem cell line description. Gene-trap cassette was inserted in Exon 1 of the *Srrm2* gene. (D) *Srrm2* expression levels. Total RNA levels of exon 11 of *Srrm2* were measured by RT-qPCR. Relative levels are normalised to β-actin. Mean and standard deviation are calculated from three biological replicates. (E) Immunofluorescence of SRRM2 in WT and Srrm2^+/−^ cell cultures. Depicted by a representative experiment of at least three independent experiments from three biological replicates. Each image corresponds to the merge of the DAPI (grey) and SRRM2 (purple) channels. Scale bars: 10 µm. (F) Brightfield images from WT and Srrm2^+/−^ cell cultures and alkaline phosphatase staining of WT and Srrm2^+/−^ cells. Brightfield images: representative experiment data of at least three independent experiments from three biological replicates. Scale bars: 100 µm. Insets: AP staining of WT and Srrm2^+/−^ cells. Representative experiment data from three biological replicates in at least three independent experiments. Scale bar: 10 µm. (G) Immunofluorescence of POU5F1, SOX2 and NANOG pluripotency transcription factors (left to right) in WT and Srrm2^+/−^ cell cultures (above to below). Each image corresponds to an individual channel per immunofluorescence (first: pluripotent transcription factor - POU5F1, SOX2 or NANOG; second: DAPI). Representative images from two independent immunofluorescence experiments for SOX2 and from one experiment for POU5F1 and NANOG, performed in one biological replicate. Scale bars: 10 µm. Arrows indicate cells with very little or absent expression of the respective pluripotency factor. (H) Flow cytometry data of SSEA1 and SOX2 double labelling in WT and Srrm2^+/−^ cells. Data shown are representative of one out of three biological replicates.

To investigate the effects of *Srrm2* heterozygosity in pluripotency and cell lineage commitment, we obtained a gene-trap mouse stem-cell line with a heterozygous truncation in exon 1 of the *Srrm2* gene (Srrm2^+/−^) from the Mutant Mouse Resource Center (MMRRC), originally generated by the Sanger Institute Gene Trap Resource (SIGTR) (Fig. 1C). *Srrm2* transcript levels measured by qRT-PCR showed a 60% reduction in Srrm2^+/−^ cells compared to the parental wild-type ESC line (WT; Fig. 1D). Immunofluorescence experiments showed that SRRM2 protein levels are homogeneously reduced in the Srrm2^+/−^ cell population, irrespective of whether cells are within or at the periphery of the stem cell colonies (Fig. 1E).

To test whether *Srrm2* depletion affects the ESC pluripotency phenotype, we started by assessing the morphology of cell colonies using brightfield imaging of WT and Srrm2^+/−^ cells grown in a serum-free medium supplemented with leukemia inhibitory factor (LIF). We found that Srrm2^+/−^ cells formed fewer well-defined colonies than WT cells, grew in dispersed clusters of cells, and showed an increased number of cells outside colonies (Fig. 1F). We also measured alkaline phosphatase (AP) activity and found that the majority of Srrm2^+/−^ cells were positive for AP activity but showed lower signal intensity than WT cells (Fig. 1F, insets). The cell clusters and cells outside colonies were typically low or negative in AP activity in Srrm2^+/−^ cells, suggesting a change in the regulation of the pluripotent state (Štefková et al., 2015).

To further investigate the state of pluripotency of Srrm2^+/−^ cells, we performed immunofluorescence of classic pluripotency-associated factors POU5F1, SOX2 and NANOG, and found that they were similarly expressed in WT and Srrm2^+/−^ cells within the colonies or clusters (Fig. 1G). Consistent with a change in the pluripotent state, the isolated cells outside colonies or cell clusters expressed lower levels of the pluripotency-associated factors, and were observed more frequently in Srrm2*^+/−^* cell cultures (Fig. 1G, arrowheads point to cells with undetectable expression). Western blot analyses confirmed that NANOG is expressed in Srrm2^+/−^ cells, although in lower bulk levels (Fig. S1B). We found that AP intensity and the expression of pluripotency markers remained constant in the three biological replicates of Srrm2^+/−^ cell cultures with increased passage. The visual appearance of Srrm2^+/−^ cell cultures did not noticeably change throughout the study, suggesting that the partial loss of colony integrity and altered heterogenous profile is stable.

To better understand the balance between cell states within the Srrm2^+/−^ and WT cell cultures, we performed flow cytometry of SOX2 and of the pluripotency-associated cell surface marker SSEA1 (Cui et al., 2004). We found that Srrm2^+/−^ cells generally express lower levels of SOX2 than WT cells, with an increase in the number of SSEA1-positive cells (Fig. 1H; Fig. S1C). These results show that the loss of colony formation in Srrm2^+/−^ cells is not trivially related to loss of pluripotency but may represent an intermediate pluripotent stage. Moreover, the lower dosage of *Srrm2* is sufficient to induce a stable culture state characterised by fewer ESCs that express pluripotency markers, which nevertheless retain the ability to form colonies.

### *Srrm2* heterozygous knockout leads to extensive gene expression changes

To further characterise the Srrm2^+/−^ cells, we performed total RNA profiling using high-throughput sequencing (RNA-seq) in three biological replicates. We found extensive changes in gene expression between Srrm2*^+/−^* and WT cells, with 2569 upregulated and 2205 downregulated genes (adj. *P*-value<0.05; Fig. 2A; Table S1). We confirmed that *Srrm2* was downregulated in Srrm2^+/−^ cells (fold change of 1.61, adj. *P*-value 2.36e-05; Fig. S2A, Table S1). The expression of *Nanog* and *Klf4*, the first core pluripotency factors to be downregulated as cells exit pluripotency, were reduced by 1.7- and 1.8-fold, respectively, whereas *Sox2* was reduced by 1.2-fold, and *Pou5f1* was not differentially expressed (Fig. S2B, Table S1). These results are consistent with a partial loss of stemness of the Srrm2*^+/−^* cells, as hinted at by the initial imaging characterisation, with similarities to intermediate states of pluripotency described in mouse and human cells (Kalkan and Smith, 2014; Smith, 2017; Messmer et al., 2019). Amongst the top differential expressed genes, we found many associated with embryo development (e.g. *Mest*, *Itga3* and *H19*), including gametogenesis (e.g. *Ddx3y* and *Eif2s3y*). Most differentially expressed genes were protein coding, with a small tendency for upregulation (Fig. S2C). We also found downregulation of 103 out of 232 snoRNAs (Fig. S2D), including *Gm12238*, *Snora65* and *Snora24*, implicating *Srrm2* in the expression or processing of snoRNAs.

**Fig. 2.**
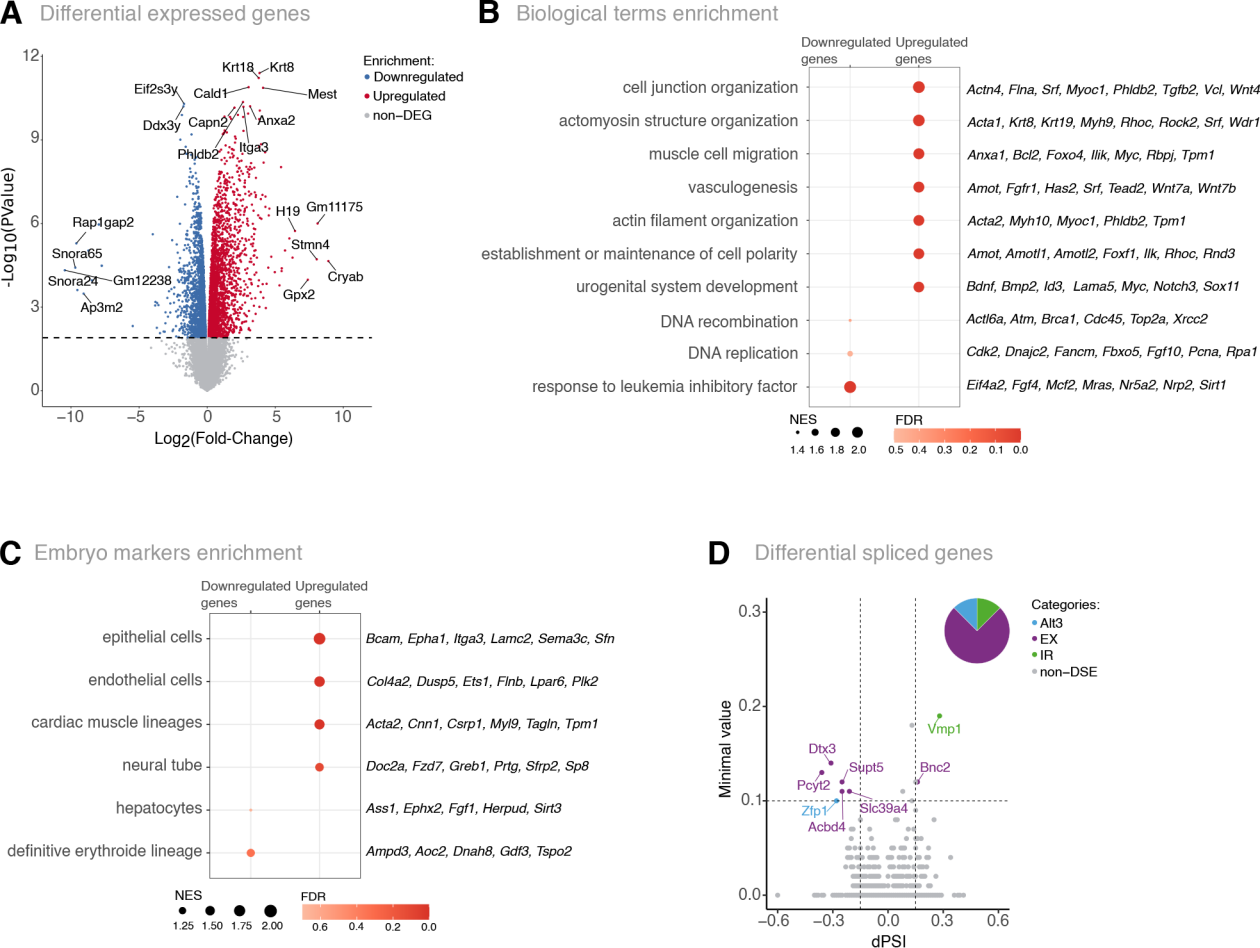
***Srrm2* heterozygous knockout mESC show extensive gene expression alterations.** (A) Volcano plot showing the Srrm2^+/−^ differentially expressed genes in total RNA from three replicates of each condition. 18,912 genes were detected in the whole dataset and 4774 genes were considered as differentially expressed, using an adjusted *P*-value <0.05 as a cut-off (downregulated and upregulated genes are marked in blue and red, respectively). Gene labels represent the top-10 differentially expressed genes with the lowest adjusted *P*-value, and the top-5 differentially expressed genes with the higher absolute fold change. (B) GSEA for GO biological processes of Srrm2^+/−^ relative to WT gene expression comparison. Red intensity and the size of the circles represent FDR values and normalised enrichment score (NES), respectively. (C) GSEA for publicly available E9.5-13.5 single-cell embryo tissue markers (Cao et al., 2019) for comparison of Srrm2^+/−^ versus WT gene expression. Red intensity represents the FDR values, whereas the circle size indicates the NES, respectively. (D) Volcano plot showing the differentially spliced events between Srrm2^+/−^ and WT cells, where the magnitude of alterations is represented by the difference in Percent Spliced In (dPSI) and the minimal value, computed by Vast-tools. 261,655 splicing events were detected in the whole dataset and eight splicing events were considered as significantly differentially spliced, using a cut-off of abs(dPSI) ≥0.15 and a minimal value ≥0.1. Spliced events with a dPSI <0 correspond to exclusion events in Srrm2^+/−^ cells, whereas dPSI >0 correspond to inclusion events in Srrm2^+/−^ cells. Categories of significant differential spliced events are represented by different colours: alternative 3′ splice site (Alt3, blue), alternative 5′ splice site (Alt5, not detected), exon exclusion (EX, purple), intron retention (IR, green), no alteration (non-DSE, grey). The pie chart represents the proportion of significant differential spliced events.

Gene set enrichment analysis (GSEA) focused on biological processes, showed that upregulated genes in Srrm2^+/−^ cells are associated with cytoskeletal-related terms and differentiation processes, namely mesoderm development, as vasculogenesis (e.g. *Srf*, *Amot*, *Wnt7a*, *Wnt7b*) and urogenital development (e.g. *Sox11*, *Podxl*, *Ca2*, *Plaur*; Fig. 2B; Table S2). In contrast, downregulated genes were significantly associated with response to LIF (e.g. *Nr5a2*, *Nrp2*, *Mras*, *Mcf2*), which plays a central role in promoting a pluripotent ground state. Together with the imaging results, the bulk transcriptomics data show that Srrm2^+/−^ cells have a mixed expression signature with features of pluripotency and differentiation.

### *Srrm2* heterozygous knockout leads to the acquisition of diverse differentiation signatures

To further explore whether the differentiation signature of Srrm2^+/−^ cells has a preferred developmental lineage, we performed a GSEA using publicly available single-cell transcriptome profiles from mouse embryos (Cao et al., 2019). We found that Srrm2^+/−^ upregulated genes were significantly enriched for markers of epithelial, endothelial and cardiac muscle cells (FDR <0.05; Fig. 2C; Table S3), while downregulated genes included markers of hepatocyte and definitive erythroid lineages (FDR >0.05).

We noticed that many differentiation transcription factors were upregulated in Srrm2^+/−^ cells, including *Srf*, *Mest* and *Sox11* (Fig. 2A,B). Over-representation analysis (ORA) using transcription factor lists with the potential to drive transdifferentiation, as predicted by Mogrify (Rackham et al., 2016; Ferrai et al., 2017), showed that Srrm2^+/−^ upregulated genes are preferential enriched for transcription factors associated with differentiation into cardiomyocytes, fibroblasts and mesenchymal cells (Fig. S2E, Table S4). Transcription factor network analysis showed that many upregulated genes are targets of the Serum Response Factor (SRF) (Fig. S2F,G, Table S5), which is one of the top 15 genes encoding for transcription factors with the lowest *P*-value (Fig. S2H). SRF is involved in cell differentiation, controls cell-to-cell adhesion, expression of cytoskeleton genes during development, and is required for epithelial and cardiac differentiation (Verdoni et al., 2010; Posern and Treisman, 2006; Miano et al., 2007; Deshpande et al., 2022). These results indicate that Srrm2^+/−^ cells have a transcriptional profile consistent with partial loss of pluripotency combined with the expression of differentiation markers that represent different cellular states or lineage specialisation.

### Srrm2 heterozygous knockout shows specific splicing alterations

Given the known roles of SRRM proteins in splicing regulation, we next asked whether the extensive gene deregulation of Srrm2^+/−^ cells was associated with splicing defects. We analysed the total RNA-seq data using Vast-tools (Han et al., 2017; Irimia et al., 2014; Braunschweig et al., 2014; Tapial et al., 2017) and found 343,742 differentially splicing events, of which 680 were significant. To identify the most robust alternatively spliced transcripts, we applied stringent thresholds based on read coverage quality in at least two replicates, significance [abs(dPSI) ≥0.15 and a minimal value ≥0.1], and PSI distribution of reads over the spliced junctions. We detected eight highly robust splicing events between Srrm2^+/−^ and WT ESCs, mostly exon exclusion (Fig. 2D; Table S6), as expected in association with *Srrm2* depletion. Six out of the eight genes were also differentially expressed (*Bnc2*, *Dtx3*, *Slc39a4* were downregulated, while *Pcyt2*, *Vmp1* and *Zfp1* were upregulated), and five play important roles in embryo development. VMP1 is important for autophagy and cell adhesion and is involved in lipid metabolism and in embryo implantation (Ropolo et al., 2007; Guo et al., 2012; Morishita et al., 2019; Holzner et al., 2023 preprint). DTX3 is a ubiquitin ligase that regulates NOTCH signaling, with key roles in development (Ding et al., 2020; Wang et al., 2021b). BNC2 and PCYT2 are important for the differentiation and maturation of mesenchyme and muscle, respectively, both with origin in the mesodermal germ layer (Vanhoutteghem et al., 2009; Zhu et al., 2009). *Pcyt2* and *Slc39a4* are essential genes for mouse development, as complete knockout mice die during embryogenesis (Fullerton et al., 2007; Pastor-Arroyo et al., 2021). Our results reveal that the transcriptional profile of Srrm2^+/−^ cells is consistent with an altered pluripotent state that affects several development-related genes and is compatible with a mixture of different cellular states within the Srrm2^+/−^ cell cultures.

### Srrm2^+/−^ cell populations display heterogeneity of pluripotency states

To further explore the transcriptional and pluripotent state of Srrm2^+/−^ cells, we generated single-cell RNA-seq (scRNA-seq) data using 10x Genomics technology from two biological replicates of WT and Srrm2^+/−^ cell cultures. Following quality control processing, we obtained a total of 31,433 cells and a median of 4097 genes detected per cell. The WT and Srrm2^+/−^ single-cell transcriptome data was integrated using the Harmony algorithm (Korsunsky et al., 2019), revealing four distinct cell clusters, represented through dimensionality reduction via uniform manifold approximation and projection (UMAP; Fig. 3A). Most WT cells (86%) are grouped in cluster 1, whereas 94% of Srrm2*^+/−^* cells populate clusters 2 to 4 (Fig. 3B; Fig. S3A), suggesting that *Srrm2* heterozygosity gives rise to a distinct cell state. In line with the immunofluorescence analyses of SRRM2 protein expression, we found that *Srrm2* was expressed at lower levels in Srrm2^+/−^ cells independently of the state (Fig. S3B). Cycling cells were also found in all clusters, with clusters 1 and 2 having similar proportions of G1/G0, S and G2 cells, while cluster 4 shows the largest proportion of G1/G0 cells (Fig. S3C). These analyses confirm that Srrm2^+/−^ cells have a distinct and heterogeneous transcriptional profile which reflects the morphological variability observed in the cell cultures.

**Fig. 3.**
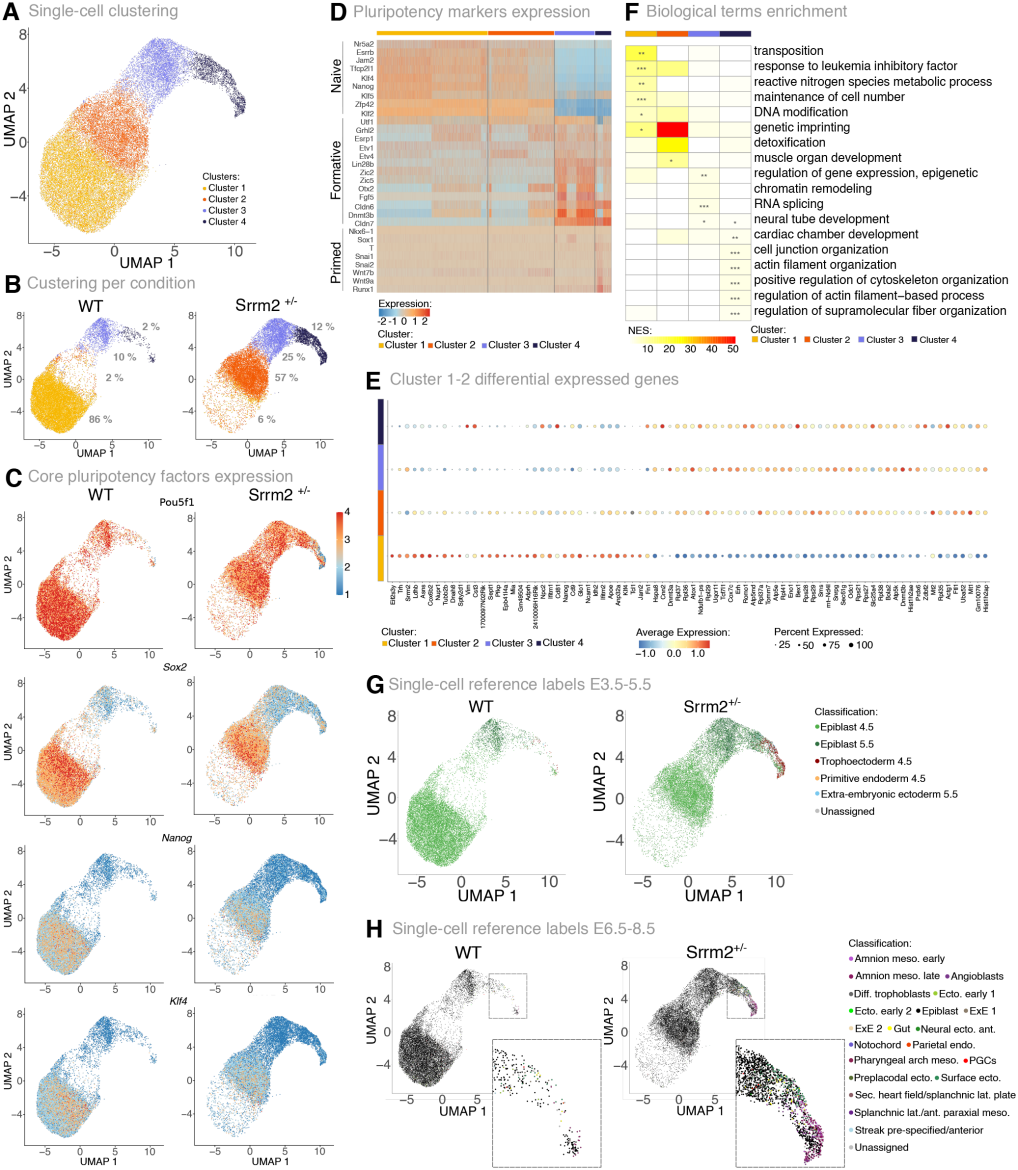
**Single-cell transcriptome alterations in *Srrm2* heterozygous knockout mESC.** (A-C) Uniform manifold approximation and projection (UMAP) graphs represent the relative similarity between individual cells: coloured by cell cluster (A), shown separately for WT or Srrm2^+/−^ cells (B), or coloured by the expression levels of core pluripotency factors (C). The displayed numbers in B represent the percentage of cells in each cluster per condition. (D) Expression of a panel of pluripotency markers for naive, formative and primed states along the different cell clusters. Gene markers are labelled on the left side. Each line represents the expression in a single cell. Cells are divided into clusters (from left to right, clusters 1 to 4), illustrated by different colours on the top of the heatmap. (E) Dotplot representing the expression levels of differentially expressed genes between cells of clusters 1 and 2 per cluster. Clusters are represented in different colours on the left of the plot (from down to top, clusters 1 to 4). Circle size corresponds to the percentage of cells expressing the gene of interest. Colour scale represents the average level of expression per cluster. (F) Heatmap representing biological GO terms enrichment from ORAs using gene markers per cluster. The top five significant terms per cluster are displayed. NES of GO terms are represented by a continuous colour scale with yellow representing lowest enrichment and red highest enrichment. Significant NES values are marked with an asterisk (Fisher's exact test *: adjusted *P*-value<0.05; **: adjusted *P*-value<0.01; ***: adjusted *P*-value<0.001). (G,H) UMAP projection coloured according to the predicted transferred ID labelling from publicly available *in vivo* scRNA-seq reference atlas of mouse embryogenesis cells from E3.5-5.5 (Nowotschin et al., 2019) (G) and E6.5-8.5 (Chan et al., 2019; Grosswendt et al., 2020; Haggerty et al., 2021) (H). Cells are classified into amnion mesoderm early, amnion mesoderm late, angioblasts, differentiated trophoblasts, ectoderm early 1, ectoderm early 2, epiblast, extraembryonic ectoderm 1 (ExE 1), extraembryonic ectoderm 2 (ExE 2), gut, neural ectoderm anterior, notochord, parietal endoderm, pharyngeal arch mesoderm, primordial germ cells (PGCs), preplacodal ectoderm, surface ectoderm, secondary heart field/splanchnic lateral plate, splanchnic-lateral/anterior-paraxial mesoderm, streak pre-specified/anterior, unassigned (H).

We next assessed the expression of pluripotency transcription factors in the different cell states and confirmed that *Pou5f1*, *Sox2*, *Nanog* and *Klf4* are less expressed in Srrm2^+/−^ than in WT cells (Fig. 3C). *Pou5f1* is expressed in all clusters, although in lower levels in Srrm2^+/−^ cells from cluster 4 (Fig. S3D). *Sox2* is also expressed in all clusters, but at lower levels in clusters 3 and 4, while *Nanog* and *Klf4* expression is not detected in most cells in clusters 3 and 4 (Fig. S3D). These data show that clusters 1 and 2 resemble the most stem-like states in WT and Srrm2^+/−^ cultures, whereas clusters 3 and 4, which are more abundant in Srrm2*^+/−^* cell cultures, are characterised by a lower expression of pluripotency transcription factors.

Given the heterogeneous expression profiles of the core pluripotent markers, we asked whether Srrm2^+/−^ cells depict previously characterised pluripotency states, namely naive (capable of giving rise to all embryo lineages), formative (intermediate state initiating specialisation to a particular lineage), or primed (induction of specialised markers) (Kalkan and Smith, 2014; Smith, 2017; Messmer et al., 2019). We measured the expression of markers of the different pluripotency states (Wang et al., 2021a,b) in the four different clusters and found that naive state markers are expressed in clusters 1 and 2, although at higher levels in cluster 1 (Fig. 3D). Formative markers are most highly expressed in clusters 3 and 4, whereas primed state markers are mostly not detected, except for *Wnt9a* and *Runx1* in cluster 4. Together, these data reveal that Srrm2^+/−^ cell cultures contain cells in different states of pluripotency, including an intermediate pluripotent state that displays shared features between the naive and formative pluripotency, and other states that are characterised by the absence of pluripotency signatures.

The exit of pluripotent stem cells from the pluripotent naive state is accompanied by alterations in gene expression networks, increased DNA methylation, and metabolism changes, resulting in cell fate determination (Hoogland and Marks, 2021; Kim and Costello, 2017). To further investigate the intermediate pluripotent state of Srrm2^+*/−*^ cells, we quantified the transcriptional differences between clusters 1 and 2, and detected 35 downregulated genes and 45 upregulated genes (Fig. 3E; Table S7), from which 50 genes were also differentially expressed in the bulk data, but not differentially spliced. Amongst the downregulated genes, we found *Srrm2*, *Nanog* and *Klf4*, but also the mitochondrial protein *Cox6b2* with previously described roles in the stemness of trophoblast cells (Saha et al., 2022). Within the upregulated genes, we found the transcription factor *Tcf7l1*, which mediates the transition from naive to primed states of pluripotency by repressing the expression of naive and formative genes, and drives cells towards primitive endoderm through the Wnt/β-catenin signalling pathway (Guo et al., 2011; Hoffman et al., 2013; Pereira et al., 2006; Athanasouli et al., 2023). Other upregulated genes included *de novo* DNA methyltransferases, *Dnmt3a* and *Dnmt3b*, which have roles in maintaining the naive pluripotency state (Li et al., 2017; Kinoshita et al., 2021; Betto et al., 2021; Leitch et al., 2013), and ribosomal protein genes, in line with previous reports of global translation increase in early differentiation and cell fate transitions (Li and Wang, 2020).

Finally, to further characterise the different clusters, we identified cluster-specific gene markers (Table S8) and performed Gene Ontology (GO) enrichment analyses (Table S9). The group of gene markers of the WT-linked cluster 1 was enriched for genes associated with response to LIF (e.g. *Klf4*, *Zfp42*) and stem cell pluripotency (e.g. *Nanog*, *Sox2*, *Esrrb1*, *Rest*, *Lefty2*) (Fig. 3F). The most stem-like group of Srrm2^+/−^ cells (cluster 2) has 23 gene markers, which include *Dppa3*, *Zfp42*, but not *Klf4*, *Nanog* or *Sox2*, as well as ribosomal subunits and genes associated with muscle organ development (e.g. *Rbpj*, *Tcf15*, *Mymx*). Finally, cluster 3 gene markers were enriched for terms such as epigenetic remodelers, neural tube and cardiac chamber development (e.g. *Dnmt3a*, *Dnmt3b*, *Arid1a*, *Sox4* and *Sox11*), whereas cluster 4 was mostly enriched for cytoskeleton-related terms. Interestingly, cluster 3 and 4 markers are associated with embryonic lethality and abnormal development, including cardiovascular and blood vessel morphology (Fig. S3E, Table S10). Finally, we also observed that the expression of SRF target genes was mostly enriched in cluster 4, despite no detectable changes in *Srf* gene expression (Fig. S3F). These results suggest that Srrm2*^+/−^* cells have combined features associated with partial loss of pluripotency into more advanced stages of early development and specific embryonic lineages.

To investigate a potential equivalence between Srrm2^+/−^ cells and *in vivo* embryonic development, we leveraged published scRNA-seq data of mouse embryogenesis covering either the pre-implantation blastocyst into an implanted egg cylinder stage (E3.5-5.5; Nowotschin et al., 2019), or the gastrulation and early organogenesis stages (E6.5-8.5; Chan et al., 2019; Grosswendt et al., 2020). We transferred cell-type annotations from the two references, E3.5-5.5 and E6.5-8.5, respectively, to the scRNA-seq data collected from Srrm2^+/−^ and WT cells, using the scmap label transfer method (Kiselev et al., 2018). As expected, when compared to early development cell references, the majority of WT cells are assigned to the earlier epiblast cells and only a small fraction is assigned to the later stage (93% to E4.5 and 6.7% to E5.5 epiblast; Fig. 3G). In contrast, the Srrm2^+/−^ cells are more frequently assigned to the later-stage epiblast E5.5, although the majority of cells are still assigned to the early epiblast cells of age E4.5 (76% to E4.5 and 20% to E5.5 epiblast). Furthermore, a larger fraction of Srrm2^+/−^ cells resembled committed cell types, such as trophectoderm, extra-embryonic ectoderm and primitive endoderm (3.8% in Srrm2^+/−^ and 0.3% in WT, Fig. S3G). When compared to the later stage embryos (E6.5-8.5), we observed that most of the WT (98%) and Srrm2^+/−^ cells (94%) were assigned to the epiblast (Fig. 3H). However, a larger subset of Srrm2^+/−^ cells (6.1%) compared to WT cells (2.4%) were transcriptionally most similar to differentiated cell types, without an evident cell-type preference (Fig. S3H). Taken together, these results suggest that Srrm2^+/−^ cells retain transcriptional profiles of early embryonic phenotypes, with a tendency to lose epiblast expression signatures.

### Transient *Srrm2* knockdown reveals alterations in specific splicing events

Gene expression alterations observed in the constitutive Srrm2^+/−^ heterozygous knockout ESC can comprise both direct effects of the SRRM2 protein, but also cellular responses due to genetic compensation response to the permanent depletion. To identify genes associated with the earliest cascade of deregulation driven by *Srrm2* dosage decrease, we used RNA interference (RNAi) to knockdown *Srrm2* in WT E14tg2a.4 cells for 24 h and 72 h, using as control small interfering RNA (siRNA) that target the firefly luciferase gene Gl2 (Srrm2-KD and Gl2-KD, respectively; Fig. 4A). qRT-PCR analyses confirmed depletion of *Srrm2* transcript to 50 and 40% at 24 h and 72 h, respectively (Fig. 4B). RNAi-induced reduction in the dosage of *Srrm2* transcripts did not induce noticeable changes in the morphology of ESC colonies or an increased number of colony escapees at 24 h, whereas at 72 h the *Srrm2*-siRNA treated colonies are no longer fully round and the cell morphology becomes more typical of cells that begin to differentiate (Fig. S4A), suggesting that the conditional *Srrm2* depletion eventually interferes with pluripotency.

**Fig. 4.**
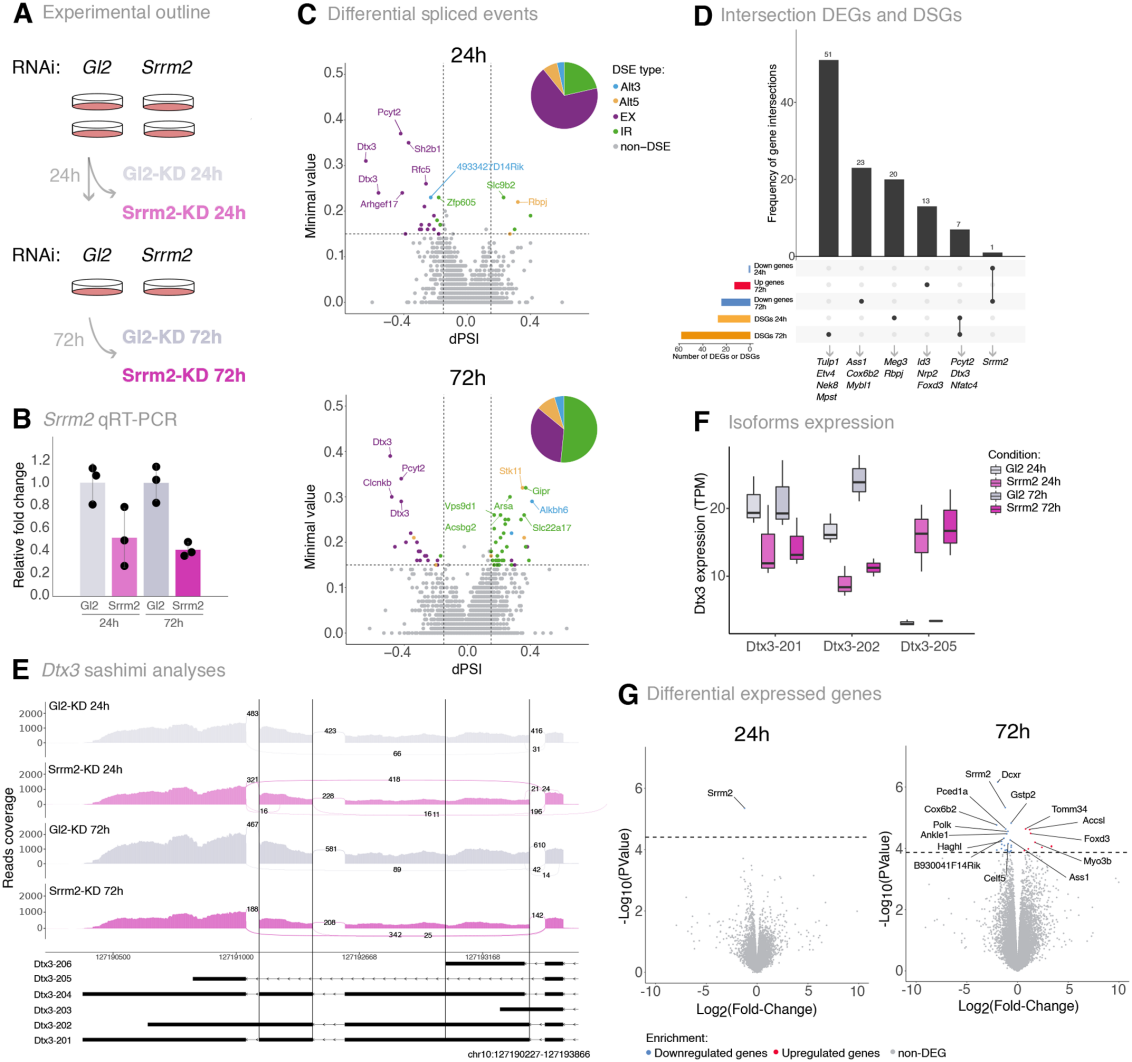
**Transcriptome alterations upon *Srrm2* RNAi knockdown.** (A) Overview of the experimental outline. mESC were treated with RNAi targeting Gl2 luciferase gene (control) or *Srrm2*. Cells were harvested at 24 h or submitted to another round of RNAi and harvested at 72 h. RNA was extracted simultaneously. (B) *Srrm2* expression levels. Total RNA levels of exon 11 of *Srrm2* were measured by RT-qPCR. Relative levels are normalised to *β-actin*. Mean and standard deviation are calculated from three replicates. (C) Volcano plot showing the differentially spliced events upon *Srrm2* knockdown at 24 h (top) and 72 h (bottom). The magnitude of alterations is represented by the dPSI and the minimal value. 324,859 and 303,695 splicing events were detected at 24 h and 72 h, respectively. 28 and 64 splicing events were considered as significantly differentially spliced, at 24 h and 72 h, respectively, using a cut-off of abs(dPSI) ≥0.15 and a minimal value ≥0.15. Spliced events with a dPSI<0 correspond to exclusion events in *Srrm2* RNAi-treated cells, whereas dPSI >0 correspond to inclusion events in *Srrm2* RNAi-treated cells. Categories of significant differential spliced events are represented by different colours: alternative 3′ splice site (Alt3, blue), alternative 5′ splice site (Alt5, orange), exon exclusion (EX, purple), intron retention (IR, green), no alteration (non-DSE, grey). The pie chart represents the proportion of significant differential spliced events. Gene labels represent the top ten genes undergoing the differentially spliced events with the highest minimal value. (D) Upset plot representing the comparison of differentially altered genes upon *Srrm2* knockdown at the expression and splicing levels for 24 h and 72 h. (E) Sashimi plots displaying the differential splicing events for the *Dtx3* gene region (chr10:127190227-127193866) in control samples and *Srrm2* knockdown samples at 24 h and 72 h. Splicing events are delimited with vertical black lines (*Dtx3*: chr10:127192609-127193357 and chr10:127191336-127191553). Numbers in the plot represent the average number of junction reads from three replicates. Isoforms that cover the represented genomic region are shown and identified as following: ENSMUST00000144322 (Dtx3-206), ENSMUST00000137151 (Dtx3-205), ENSMUST00000130855 (Dtx3-204), ENSMUST00000125254 (Dtx3-203), ENSMUST00000116229 (Dtx3-202), ENSMUST00000038217 (Dtx3-201). (F) Expression levels (TPM) of *Dtx3* isoforms upon Gl2 (control) and *Srrm2* knockdown at 24 h and 72 h. Isoforms with expression levels above 5 TPM and encoding for proteins are displayed. (G) Volcano plots showing the differentially expressed genes upon *Srrm2* knockdown at 24 h (left) and 72 h (right). 19,461 genes were detected in the whole dataset, at 24 h and 72 h. 1 and 37 genes were considered as differentially expressed, at 24 h and 72 h, respectively, using an adjusted *P*-value <0.05 as a cut-off (downregulated and upregulated genes are marked in blue and red, respectively).

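E14tg2a.4 is a mouse embryonic stem cell line that self-renews in culture in the presence of the cytokine LIF. For the RNA-seq experiment, the cells received 50 nM siRNA against *Srrm2* (Srrm2-KD) or against the firefly luciferase gene Gl2 (Gl2-KD). The cells collected at 72 h received the same siRNA again 24 h after the first transfection. The design has 3 experiments, each with both siRNAs and both time points, which gives 12 polyA+ libraries sequenced as stranded 100-bp paired-end reads. Among the annotated mouse transcripts (GENCODE M21), exact matches to the siRNAs E8/9 and E13 against *Srrm2* were found only in isoforms of *Srrm2*. The Gl2 siRNA had no exact match. The authors estimated transcript levels with Kallisto 0.46.1 on the GENCODE M24 transcriptome and deposited 1 estimated count per gene and library, without normalization for library size. The estimated counts of experiments 1, 2 and 3 summed to 80944136, 141143786 and 112907429 in Gl2-KD at 24 h and to 153298618, 125823767 and 96622184 in Srrm2-KD at 24 h. At 72 h they summed to 120295560, 134129433 and 135026991 in Gl2-KD and to 153343725, 81046466 and 73933096 in Srrm2-KD. The counts were rounded to whole numbers, and 19410 of the 42450 listed genes passed edgeR's filterByExpr filter with its minimum count of 10. All 12 libraries were fitted together with TMM normalization, a term for each siRNA and time point, and the experiment as a block. The paper's methods give the RNA processing day as a covariate. The day of each library is not given in the sources used here, and the experiment number was used in its place. Genes were tested with edgeR's quasi-likelihood test and called at a Benjamini-Hochberg adjusted p below 0.05 over all genes tested. The first principal component held 42.0% of the variance and separated the 4 libraries of experiment 1 from the other 8. *Srrm2* (ENSMUSG00000039218) lies on chromosome 17 from 23790532 to 23824741 in GRCm38. Its levels in CPM (TMM-normalized counts scaled to a common library size) in experiments 1, 2 and 3 were 911, 496 and 449 in Gl2-KD and 517, 154 and 199.8 in Srrm2-KD at 24 h. At 72 h they were 962, 479 and 442 in Gl2-KD and 460.6, 182 and 217 in Srrm2-KD. *Srrm2* was lower in Srrm2-KD in all 3 experiments at both time points, while the Srrm2-KD libraries of experiment 1 lay in the range of the Gl2-KD libraries of experiments 2 and 3 at 72 h and above it at 24 h. The log2 fold change was -1.22 (standard error 0.14) at 24 h and -1.16 (standard error 0.14) at 72 h, which left 43.0% and 44.6% of the transcript. These changes had adjusted p-values of 0.0663 and 0.0991 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 called *Srrm2* at both time points (adjusted p = 5.03e-11 and 1.72e-09), as did limma-voom (0.0277 and 0.0218). EdgeR called it at both with legacy=FALSE, with no filter on low counts, with at least 10 counts in every library and without the Srrm2-KD 24 h library of experiment 1. It was also called at 24 h with robust=TRUE, without experiment 1 and with offsets for GC content and transcript length. At 72 h the further settings were the 72 h libraries fitted alone, a block for each experiment and time point together, and leaving out the Srrm2-KD 24 h library of experiment 2 or 3. The offsets and this block were chosen after the data were seen. The highest adjusted p over the settings was 1.000 in edgeR at each time point. The value at 24 h moved most when experiment 2 was left out, to -0.99.

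**Figure D1:**
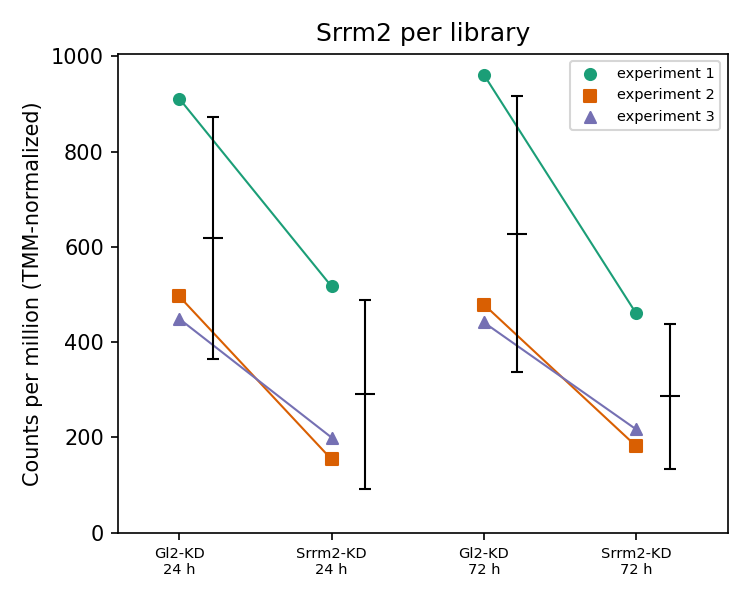
TMM-normalized CPM of *Srrm2* (y axis) in the 12 libraries, by siRNA and time point (x axis). Each point is a library, lines join the Gl2-KD and Srrm2-KD libraries of an experiment, and the bars show the mean and SD of 3 libraries; all 6 lines fall, and experiment 1 lies above experiments 2 and 3 in each group.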

To determine genome-wide changes in splicing events, we collected poly-adenylated RNA at 24 h and 72 h upon RNAi treatment in three independent biological replicates. Using Vast-tools, we found 382,645 and 387,215 splicing events, of which 758 and 1398 were differential, respectively at 24 and 72 h of siRNA treatment (Han et al., 2017; Irimia et al., 2014; Braunschweig et al., 2014; Tapial et al., 2017). To identify the most robust differential splicing events, we applied stringent thresholds based on read coverage quality in at least two replicates, a significance abs(dPSI)≥0.15 and a minimal value≥0.15, and a curation of PSI distribution of reads over the spliced junctions. We found significant differentially splicing events (DSEs) in 78 differentially spliced genes (DSGs), with 28 DSEs detected in 27 genes at 24 h, and 64 DSEs detected in 58 genes at 72 h (Fig. 4C; Tables S11,12). The splicing alterations corresponded predominantly to exon-skipping events at 24 h, similar to the type of splicing alterations identified in constitutive Srrm2^+/−^ cells (Fig. 2D) and were followed by an increase in intron retention events in the longer 72 h exposure. All exon skipping events in the *Srrm2*-KD were characterised by exon exclusion without alterations in microexon splicing, as previously reported in other systems (Xu et al., 2022; Torres-Méndez et al., 2019; Cui et al., 2023).

GO analyses revealed no statistically significant enrichment in specific biological functions of the 78 DSGs, but a closer inspection revealed 22 genes associated with development, including *Pcyt2* (phosphate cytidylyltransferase 2), *Dtx3* (Deltex E3 Ubiquitin Ligase 3), transcription factors *Rbpj*, *Nfatc4*, *Etv4* and *Tulp1*, and long non-coding RNA *Meg3*. Interestingly, *Rbpj* is also a cluster 2 marker in the scRNA-seq analyses and is associated with exit from naive pluripotency to the formative state (Kalkan et al., 2019; Lackner et al., 2021). NFATC4 is a transcription factor required for cardiac development (Bushdid et al., 2003; Graef et al., 2001), which undergoes an exon skipping event that alters the relative abundance of protein-coding isoforms (Table S13). ETV4 expression can impair ectodermal commitment (Akagi et al., 2015), and also undergoes an exon-skipping event in *SRRM2*-depleted differentiated human cells (Cui et al., 2023). TULP1 is important for neuron and photoreceptor cell development (Jia et al., 2022), and *Meg3* transcripts sponge the microRNA *miR-423-5p* that in turn downregulates *Srf* expression (Cheng et al., 2020), which is upregulated in Srrm2^+/−^ cells.

Seven genes had common differential splicing events between 24 h and 72 h (Fig. 4D), with eight common differential splicing events, all of which are exon cassette skipping (Fig. S4B). Among these genes, *Dtx3* and *Pcyt2* were also differentially spliced in Srrm2^+/−^ cells, with two and one exon skipping events, respectively (Fig. 2C), showing that their splicing deregulation occurs upon acute *Srrm2* depletion and prevails in an adapted heterozygous knockout ESC. DTX3 can act both as an activator or repressor of NOTCH signalling, a key pathway that regulates cell fate determination (Ding et al., 2020; Wang et al., 2021b). *Pcyt2* is an embryonic-lethal gene that encodes a protein involved in phospholipid synthesis (Fullerton et al., 2007). Visual inspection of the density of RNA-seq reads along splice junctions, using sashimi plots, confirmed that the skipped exons have a lower proportion of coverage of sequencing reads at both genes, in Srrm2-KD cells at both 24 h and 72 h (Fig. 4F; Fig. S4C).

To further explore the impact of the exon skipping in *Dtx3* and *Pcyt2*, we compared the expression levels of their annotated protein-coding isoforms. 

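*Dtx3* (ENSMUSG00000040415) lies on the reverse strand of chromosome 10 from 127190378 to 127195728 in GRCm38. Over the whole gene, the estimated counts gave 67.3 ± 11.7 CPM (SD, n = 3) in Gl2-KD and 45.2 ± 4.91 in Srrm2-KD at 24 h, and 88.8 ± 24.0 and 52.6 ± 12.1 at 72 h. The gene was lower in Srrm2-KD in 3 of 3 experiments at both time points, with log2 fold changes of -0.55 (standard error 0.15) and -0.75 (standard error 0.15), and adjusted p-values of 1 and 0.124 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The adjusted p of *Dtx3* at 72 h ranged from 8.76e-04 in DESeq2 to 1.000 over the settings tried. In edgeR the gene was called at 72 h with the 72 h libraries fitted alone (adjusted p = 0.0172) and with no filter on low counts (0.0453). It was also called with a block for each experiment and time point together (edgeR, 0.0242). The same held without the Srrm2-KD 24 h library of experiment 1 (0.0160) or 3 (0.0479). The deposited counts do not separate isoforms, so isoform levels were taken from the TPM of Table S13, which are the paper's own estimates from the same libraries. They were compared with a two-sided exact permutation test, in which 3 libraries against 3 allow no p below 0.1. Isoform Dtx3-201 (1944 nt) had 20.7 ± 3.61 TPM in Gl2-KD and 14.3 ± 5.42 TPM in Srrm2-KD at 24 h (SD, n = 3; exact p = 0.3), and 21.3 ± 5.08 TPM in Gl2-KD and 14.5 ± 3.604 TPM in Srrm2-KD at 72 h (exact p = 0.2). Its log2 ratios were -0.53 and -0.55, and it was lower in 3 of 3 experiments at each time point although the libraries of the 2 groups overlapped. Isoform Dtx3-202 (1994 nt) had 16.8 ± 2.23 TPM in Gl2-KD and 9.01 ± 2.25 TPM in Srrm2-KD at 24 h and 24.3 ± 3.43 TPM in Gl2-KD and 11.3 ± 1.32 TPM in Srrm2-KD at 72 h, and isoform Dtx3-205 (346 nt) had 3.11 ± 0.439 TPM in Gl2-KD and 15.8 ± 4.94 TPM in Srrm2-KD at 24 h and 3.40 ± 0.0545 TPM in Gl2-KD and 17.5 ± 4.90 TPM in Srrm2-KD at 72 h. For these isoforms the log2 ratios were -0.90 and -1.11 for Dtx3-202 and 2.35 and 2.37 for Dtx3-205, every Srrm2-KD library lay on 1 side of every Gl2-KD library, and the exact p was 0.1, the smallest possible. As a share of the summed TPM of the 6 listed *Dtx3* isoforms, Dtx3-205 went from 5.95% to 32.7% at 24 h and from 5.48% to 32.9% at 72 h. The summed TPM were 52.7 ± 6.16 in Gl2-KD and 49.8 ± 6.61 in Srrm2-KD at 24 h (SD, n = 3). At 72 h they were 62.9 ± 8.13 and 52.9 ± 9.77. The counts are not corrected for transcript length, and Dtx3-205 is shorter than Dtx3-201 and Dtx3-202. The lower counts of the gene therefore need not mean an equally large loss of its transcripts.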

At both 24 and 72 h, we found a decrease in the two highest expressed *Dtx3* protein-coding isoforms (Dtx3-201 and Dtx3-202) accompanied by a strong upregulation of another protein-coding isoform (Dtx3-205) (Fig. 4F). Notably, Dtx3-205 encodes for a DTX3 protein that lacks a RING domain present in Dtx3-201 and Dtx3-202, which is responsible for ubiquitination transfer. 

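*Pcyt2* (ENSMUSG00000025137) lies on the reverse strand of chromosome 11 from 120610087 to 120617936 in GRCm38, and the exon of its splicing event in Tables S11 and S12 spans 120613030 to 120613083. Over the whole gene, the estimated counts gave 67.8 ± 14.0 CPM (SD, n = 3) in Gl2-KD and 80.3 ± 13.8 in Srrm2-KD at 24 h, and 72.3 ± 16.0 and 78.1 ± 13.2 at 72 h. The log2 fold changes of 0.25 (standard error 0.10) and 0.12 (standard error 0.10) had adjusted p-values of 1 and 0.629 by the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, and the gene was higher in Srrm2-KD in 3 of 3 experiments at 24 h and 3 of 3 at 72 h. In Table S13, the paper's TPM of isoform Pcyt2-201 (1881 nt) were 26.8 ± 3.88 in Gl2-KD and 27.1 ± 2.18 in Srrm2-KD at 24 h (unpaired exact permutation test, p = 1), and 26.2 ± 5.01 and 24.7 ± 3.90 at 72 h (exact p = 0.7). The isoform was lower in Srrm2-KD in 2 of 3 experiments at 24 h and in 3 of 3 at 72 h. Isoform Pcyt2-203 (1486 nt) had 9.52 ± 3.08 TPM in Gl2-KD and 19.8 ± 0.714 TPM in Srrm2-KD at 24 h, and 7.15 ± 2.36 and 15.5 ± 4.55 TPM at 72 h, log2 ratios of 1.06 and 1.12. At each time point the 3 Srrm2-KD libraries had more Pcyt2-203 than the 3 Gl2-KD libraries, with the smallest exact p that this design allows. The share of Pcyt2-203 in the summed TPM of the 12 listed *Pcyt2* isoforms went from 14.9% to 28.2% at 24 h and from 10.9% to 23.4% at 72 h. The sign of the small Pcyt2-201 change at 24 h was not settled, since as a share of these isoforms its log2 ratio was -0.12.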

For *Pcyt2*, the highest expressed isoform, which encodes the canonical PCYT2 (PCYT2α) protein isoform, did not show notable expression differences, whereas a *Pcyt2* protein-coding isoform that lacks exon 7 (Pcyt2β) was more highly expressed at both 24 h and 72 h (Fig. S4D). The corresponding protein isoform has the same functional domains as *Pcyt2α* but differs in catalytic and kinetic activities and is expressed in a tissue-specific manner (Tie and Bakovic, 2007). *Pcyt2*α is more prominently expressed than *Pcyt2*β in most mouse tissues, except in muscle and heart tissues where their expression is similar. The same splicing alteration in PCYT2 was reported after SRRM2 depletion in the human hepatoma cell line HepG2 (Cui et al., 2023).

### Transient *Srrm2* depletion in ESC leads to mild changes in genome-wide gene expression

Finally, we investigated gene expression changes upon *Srrm2* RNAi treatment. 

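At 24 h, 0 of the 19410 genes tested had an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and *Srrm2* had the smallest p. An unadjusted p below 0.05 was found for 508 genes, fewer than the 970.5 that 5% of the genes tested makes. This shortfall does not show that no gene changed at 24 h, because the spread that the fit assumes depends on its block. The common coefficient of variation was 0.22 with the experiment as the block. A block for each experiment and time point together gave 0.152, with again 0 genes called at 24 h. At 24 h, DESeq2 called 25 genes and limma-voom 2 at the same threshold. At 72 h the edgeR test again called 0 genes, and *Srrm2* again had the smallest p, but 2498 genes had an unadjusted p below 0.05. DESeq2 called 542 genes and limma-voom 4 at this time point. Among the edgeR settings with the experiment as the block, the count at 72 h moved most when the 6 libraries of 72 h were fitted alone. In that fit 323 of 18156 genes were called, 87 of them higher and 236 lower in Srrm2-KD. With a block for each experiment and time point together, chosen after the data were seen, edgeR called 724 genes at 72 h. Of these, 233 were higher and 491 lower in Srrm2-KD. In counts simulated for the comparison at 72 h, edgeR's test recovered 40 of 100 genes changed by 1 on the log2 scale and 70 of 100 changed by 2, and called 6 unchanged genes, while DESeq2 recovered 54 and 75 and called 45 unchanged genes. The simulated counts were drawn gene by gene without a difference between experiments, so the real libraries may give other numbers. *Mir5125* (ENSMUSG00000092981), a microRNA gene of 79 nt, lies in the same orientation within intron 11 of Srrm2-201 on chromosome 17 from 23823291 to 23823369, so reads counted on it can come from the *Srrm2* transcript. It had 7.56 ± 2.02 CPM (SD, n = 3) in Gl2-KD and 2.05 ± 0.461 in Srrm2-KD at 72 h, a log2 fold change of -1.88 (standard error 0.34), and -1.58 (standard error 0.34) at 24 h. DESeq2 called *Mir5125* at both time points, and so did edgeR without experiment 1 or without the Srrm2-KD 24 h library of that experiment. At 72 h, edgeR also called it with the 72 h libraries fitted alone, with no filter on low counts, without the Srrm2-KD 24 h library of experiment 3, and with a block for each experiment and time point together.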

At 24 h, only *Srrm2* was significantly downregulated, while 24 genes were downregulated at 72 h, including *Srrm2*, and 13 were upregulated (Fig. 4G; Tables S14,15). Among the 78 differentially spliced genes in Srrm2-KD, none is differentially expressed at 24 h or 72 h (Fig. 4D), suggesting that the splicing alterations at specific genes related with *Srrm2* dosage decrease precede the more global gene expression changes detected in constitutive *Srrm2* heterozygosity.

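Of the 78 genes of Tables S11 and S12, 77 were found in the count table and 75 passed the filter on low counts. Among these 75, 0 had an adjusted p below 0.05 over all genes tested at either time point (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); 11 had an unadjusted p below 0.05 at 24 h and 16 at 72 h. DESeq2 called 2 of them at 24 h and 11 at 72 h, limma-voom 0 at both time points, and the fit of the 72 h libraries alone called 8 at 72 h, all 8 lower in Srrm2-KD. Adjusted over the list alone, 2 genes passed at 24 h, *Ptprn* and *Ppm1j*, both lower in Srrm2-KD, and 11 passed at 72 h, of which 10 were lower. The study chose this list on the same libraries, so the count over the list alone is not independent evidence. Over the 75 genes the median log2 fold change was -0.07 at 24 h, with 49 genes lower and 26 higher, and -0.14 at 72 h, with 52 lower and 23 higher. The counts are not corrected for transcript length, and these genes were chosen for changed splicing. Lower counts therefore need not mean an equally large loss of transcripts. *Nfatc4* (ENSMUSG00000023411, chromosome 14 from 55823144 to 55833943) had 34.9 ± 9.53 CPM (SD, n = 3) in Gl2-KD and 21.6 ± 8.32 in Srrm2-KD at 72 h, a log2 fold change of -0.72 (standard error 0.16, adjusted p = 0.144 by the same edgeR test), and was lower in 3 of 3 experiments. DESeq2 called *Nfatc4* at 72 h (adjusted p = 0.00313), as did edgeR with the 72 h libraries fitted alone (0.0229), without the Srrm2-KD 24 h library of experiment 1 (0.0219) and with a block for each experiment and time point together. The highest adjusted p of *Nfatc4* over the settings was 1.000 (edgeR). Among other spliced genes that the paper relates to development, the log2 fold change at 72 h was 0.19 for *Rbpj*, 0.41 for *Etv4*, 0.31 for *Tulp1* and -0.25 for *Meg3*. Of these 4 genes, *Tulp1* was higher in 2 of 3 experiments, *Rbpj* and *Etv4* were higher in 3 of 3 and *Meg3* was lower in 3 of 3, and the smallest adjusted p was 0.328 (*Etv4*, edgeR). With a library or experiment left out, these values kept their sign but changed in size. The ranges were 0.13 to 0.25 for *Rbpj*, 0.22 to 0.51 for *Etv4*, 0.17 to 0.49 for *Tulp1* and -0.38 to -0.20 for *Meg3*.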

Within the 37 differential expressed genes detected in Srrm2-KD cells, we found embryo development-related and transcription factor genes, such as *Id3*, *Mybl1*, *Nrp2*, *Fgf11* and *Foxd3* (Fig. 4G), with *Id3, Mybl1 and also Cox6b2*, being differentially expressed in the same direction in Srrm2^+/−^ cells (Fig. S4E). 

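All 37 genes of Table S15 were tested in the count table. Its log2 fold changes lay within 0.00122 of those of Srrm2-KD at 24 h minus Gl2-KD at 72 h. For Srrm2-KD minus Gl2-KD at 72 h the same fit differed from it by up to 2.05. This fit, with experiment 1 against the others as batch and counts not rounded, was chosen after the results were seen. Table S15 may therefore hold a comparison across time points, in which the knockdown and the time in culture go together. For *Id3* it gives 2.40. *Gm13691* and 5 further genes of the table on chromosome 2 have the same values in every library, so the 37 genes are 32 distinct observations. Between 24 h and 72 h in Gl2-KD, 22 of the 37 genes, 17 of the 32, changed at an adjusted p below 0.05 (edgeR). At 72 h, 0 of the 37 had an adjusted p below 0.05 over all genes tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 31 had an unadjusted p below 0.05, DESeq2 called 19 and limma-voom 2, and the fit of the 72 h libraries alone called 14. Adjusted over the list alone, 31 of the 37 passed, 12 higher and 19 lower in Srrm2-KD, or 26 of the 32 with the copies counted once, 7 higher and 19 lower; this count is not independent evidence, because the study chose the list on these libraries. *Id3* (ENSMUSG00000007872, chromosome 4 from 136143497 to 136145755) had 5.50 ± 2.91 CPM in Gl2-KD and 8.86 ± 1.36 in Srrm2-KD at 72 h (SD, n = 3), a log2 fold change of 0.81 (standard error 0.22) with an adjusted p of 0.190 from the edgeR test, and was higher in 3 of 3 experiments. At 24 h *Id3* stood at 28.4 ± 11.4 and 28.0 ± 7.71 CPM, so that it fell in Gl2-KD from 24 h to 72 h by 2.40 on the log2 scale (standard error 0.23, adjusted p = 0.00407, edgeR quasi-likelihood test). *Foxd3* (chromosome 4 from 99656299 to 99658622) had 15.3 ± 4.71 CPM in Gl2-KD and 19.7 ± 3.74 in Srrm2-KD at 72 h, a log2 fold change of 0.39 (standard error 0.12) with 3 of 3 experiments higher, and in Gl2-KD it fell by 1.31 on the log2 scale between the time points. *Nrp2* (chromosome 1 from 62703285 to 62818695) had 48.2 ± 10.1 CPM in Gl2-KD and 55.4 ± 3.72 in Srrm2-KD at 72 h, a log2 fold change of 0.22 (standard error 0.11) against -0.72 with time in Gl2-KD. With a library or experiment left out, the *Nrp2* value at 72 h ranged from 0.05 without experiment 3 to 0.32 without experiment 1. *Mybl1* (chromosome 1 from 9667415 to 9700209) and *Fgf11* (chromosome 11 from 69796068 to 69801857) were lower at 72 h in 3 of 3 experiments, with log2 fold changes of -0.34 (standard error 0.11) and -0.69 (standard error 0.20), and rose with time in Gl2-KD by 0.51 and 0.76. The adjusted p at 72 h was 0.241 for *Foxd3*, 0.420 for *Nrp2*, 0.268 for *Mybl1* and 0.205 for *Fgf11* by the same edgeR test. For Srrm2-KD against Gl2-KD at 72 h, only *Fgf11* of these 4 was called in another setting, by DESeq2 and by edgeR with a block for each experiment and time point together. DESeq2 called *Fgf11* at 24 h too. *Fgf11* was also lower at 24 h, with a log2 fold change of -0.84, whereas *Id3* and *Foxd3* differed by less than 0.05 at 24 h. *Gm13691* (chromosome 2 from 83990553 to 83993045) stood at 0.0842 ± 0.0400 CPM in Gl2-KD and 0.199 ± 0.0676 in Srrm2-KD at 72 h.

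**Figure D2:**
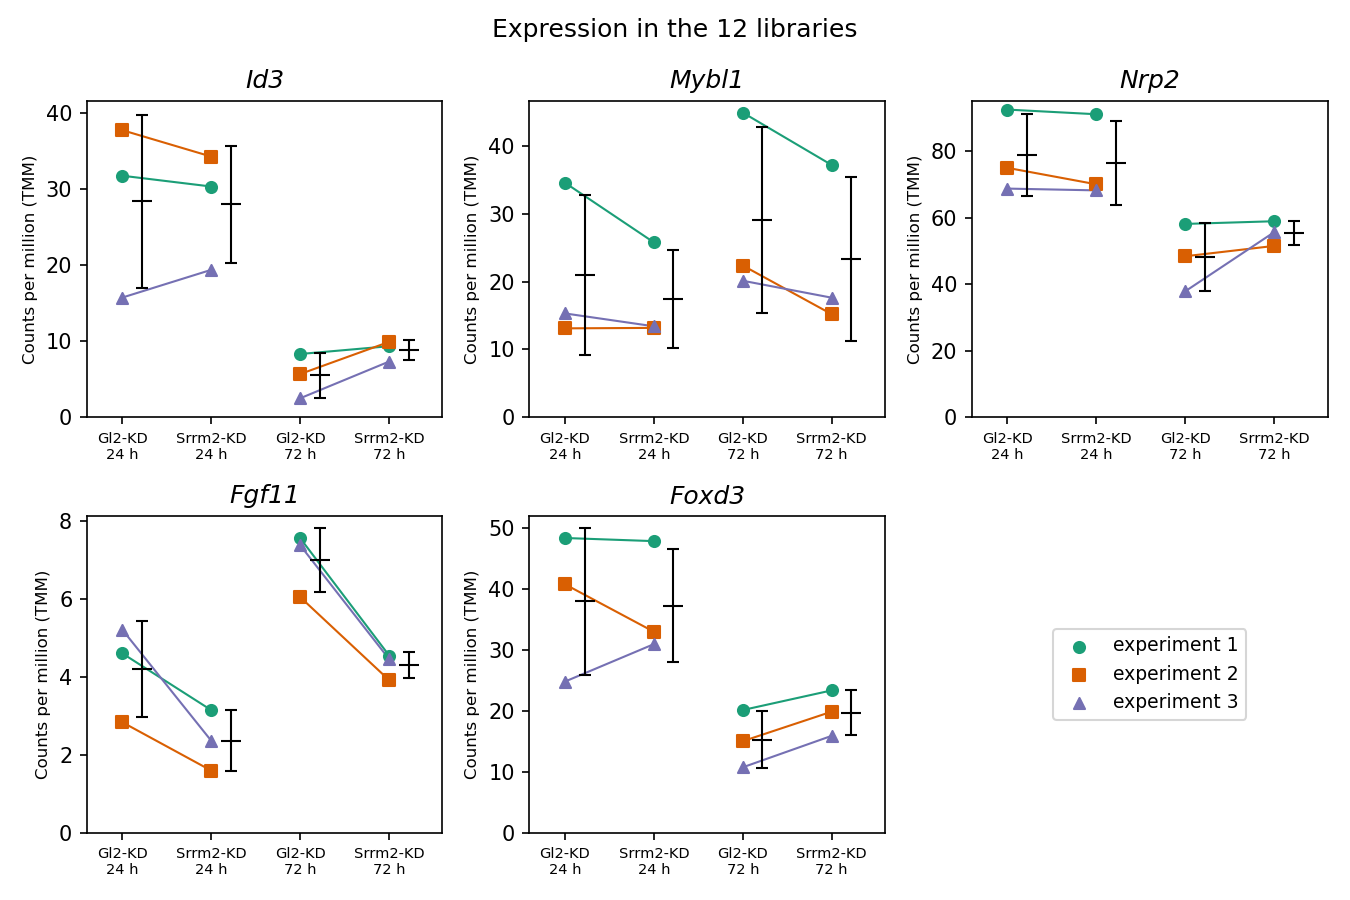
TMM-normalized CPM (y axis) of *Id3*, *Mybl1*, *Nrp2*, *Fgf11* and *Foxd3* in the 12 libraries, by siRNA and time point (x axis). Each point is a library, lines join the Gl2-KD and Srrm2-KD libraries of an experiment, and the bars show the mean and SD of 3 libraries; *Id3* and *Foxd3* are lower at 72 h than at 24 h in each experiment with either siRNA.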

Out of the 37 genes found differentially expressed upon *Srrm2* knockdown, only 16 were differentially expressed in the constitutive Srrm2^+/−^ cells, and only 9 were differentially expressed in the same direction (Fig. S4E). These results suggest that the imbalance in cell identity found upon constitutive *Srrm2* dosage reduction in Srrm2^+/−^ cells, likely results from a few direct effects of SRRM2 likely through splicing deregulation, which lead to a cascade of indirect effects on stemness and cell lineage regulatory networks.

To zoom in further on the genes that are deregulated in both constitutive and RNAi depletion of *Srrm2*, we compared the expression of the Srrm2-KD DEGs with the earliest gene expression alterations of Srrm2^+/−^ cells (Fig. S4F). Although the correlation of expression was very low (R=0.3, *P*-value=0.12), we found that the genes that are differentially expressed after RNAi also tend to change expression in the same direction in the most pluripotent states of Srrm2^+/−^ cells detected by scRNA-seq, clusters 1 and 2. 

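The knockdown libraries were also examined over the genes that Tables S7 and S8 list for the single-cell clusters, which come from other samples (*Srrm2*+/- and WT cells); *Srrm2* itself was left out of the lists. At 72 h, the 33 tested genes lower in cluster 2 than in cluster 1 had a median log2 fold change of -0.18, with 26 of them lower in Srrm2-KD, and the 42 tested genes higher in cluster 2 a median of 0.11, with 32 of them higher. The median over all genes tested was -0.02. The 152 cluster 1 markers had a median of -0.13 and the 22 cluster 2 markers of 0.08. A two-sided camera test on voom values, with the correlation between genes estimated from the data, gave p-values of 0.0591 for the lower genes, 0.256 for the higher genes, 0.0521 for cluster 1 and 0.305 for cluster 2. Over the family of 6 lists at 2 time points, the smallest Benjamini-Hochberg adjusted value was 0.355. At 24 h the medians of these 4 lists lay between -0.03 and 0.08. With a preset correlation of 0.01 in camera, the lower genes, the higher genes and the cluster 1 markers passed at 72 h and the higher genes at 24 h; none of these calls held under fry. The mean and the median had the same sign for the 4 lists at 72 h, and at 24 h they differed in sign for the cluster 2 markers.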

Amongst these, we find *Cox6b2*, a gene marker of cluster 1, and significantly downregulated in cluster 2, and at 72 h upon *Srrm2* RNAi treatment (Fig. 4G; Fig. S4F,G). 

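*Cox6b2* (ENSMUSG00000051811) lies on chromosome 7 from 4751792 to 4753094 in GRCm38. It had 144 ± 39.2 CPM (SD, n = 3) in Gl2-KD and 46.0 ± 12.7 in Srrm2-KD at 72 h, a log2 fold change of -1.64 (standard error 0.28, adjusted p = 0.124, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 24 h it had 81.5 ± 28.4 and 32.5 ± 8.49 CPM, a log2 fold change of -1.24 (standard error 0.28). The gene was lower in Srrm2-KD in 3 of 3 experiments at both time points, and at each time point the 3 Srrm2-KD libraries lay below the 3 Gl2-KD libraries. With single libraries or experiments left out, the log2 fold change at 72 h stayed between -1.84 and -1.51. Its adjusted p at 72 h lay between 1.30e-06 in DESeq2 and 1.000 in edgeR without the experiment as a block. It was called at 72 h in edgeR with the 72 h libraries fitted alone (adjusted p = 7.74e-04), with no filter on low counts, with a block for each experiment and time point together, and without experiment 1 or the Srrm2-KD library of experiment 1 or 3 at 24 h. At 24 h it was called by DESeq2 and by edgeR without experiment 1 or the Srrm2-KD 24 h library of that experiment.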

*Ass1*, which encodes for a protein that catalyses the penultimate step of the arginine biosynthetic pathway, is also a marker gene of cluster 1, is found significantly downregulated at 72 h in Srrm2-KD cells, and its expression decreases from cluster 1 to 2, although not significantly. In contrast, the myogenesis-related transcription factor *Id3* is upregulated 72 h after *Srrm2* depletion and it is highly expressed in cluster-4 state cells, corresponding to the most differentiated group of ESC within the cultures.

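*Ass1* (ENSMUSG00000076441) lies on chromosome 2 from 31470207 to 31520672. At 72 h it had 196 ± 7.87 CPM (SD, n = 3) in Gl2-KD and 131 ± 12.6 in Srrm2-KD, a log2 fold change of -0.58 (standard error 0.11, unadjusted p = 1.80e-04 and adjusted p = 0.124, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is larger than the spread between libraries. It was lower in 3 of 3 experiments at 72 h and at 24 h, where 131 ± 10.5 CPM in Gl2-KD and 119 ± 12.7 in Srrm2-KD gave a log2 fold change of -0.14 (standard error 0.11). DESeq2 gave *Ass1* an adjusted p of 7.56e-04 at 72 h and the edgeR fit of the 72 h libraries alone 0.0317. A block for each experiment and time point together, chosen after the data were seen, called it too (edgeR, 0.0242). No other setting tried for this comparison did, and the highest adjusted p was 1.000 (edgeR). In Gl2-KD, *Ass1* rose from 24 h to 72 h by 0.58 on the log2 scale (adjusted p = 0.0291, edgeR), to a level that Srrm2-KD at 72 h did not reach.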

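By experiment, *Id3* had 8.32, 5.69 and 2.50 CPM in Gl2-KD and 9.34, 9.91 and 7.32 in Srrm2-KD at 72 h in experiments 1, 2 and 3. Without experiment 3 its log2 fold change at 72 h was 0.46, the lowest value with a library or experiment left out, and without experiment 1 it was 1.18, the highest. DESeq2 called the change at 72 h with an adjusted p of 0.0153, no other setting tried for this comparison did, and the highest over the settings was 1.000. Over the 746 tested cluster 4 markers of Table S8, the median log2 fold change at 72 h was -0.09, with 492 genes lower and 254 higher in Srrm2-KD (camera with estimated correlation, p = 0.170). With a preset correlation of 0.01 these markers passed in camera at 24 h and at 72 h (adjusted p = 0.00210 and 0.00278), and neither call held with the estimated correlation or under fry. The 389 tested cluster 3 markers had a median of 0.02 and a camera p of 0.733.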

Taken together, our results show that transient depletion of *Srrm2* leads to exon cassette exclusion and intron retention splicing alterations in specific genes, including development-related genes. These specific splicing alterations precede gene expression alterations, suggesting that a small number of specific SRRM2-dependent splicing defects drive the gene expression alterations that ultimately lead to an impairment in the stemness of ESC upon *Srrm2* depletion.

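The difference between the knockdown effects at 72 h and at 24 h was tested for each gene as an interaction term in the fit of all 12 libraries. Of the 19410 genes, 0 had an adjusted p below 0.05 for this difference in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 319 had an unadjusted p below 0.05. DESeq2 called 2 genes and limma-voom 0. In the same fit, 282 genes changed between 24 h and 72 h in Gl2-KD, 145 of them higher and 137 lower at 72 h. From the order in which splicing and gene expression changed, the paper proposes that a small number of splicing defects that depend on SRRM2 drive the later changes in gene expression and, in the end, the loss of stemness.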

## DISCUSSION

In this work, we investigated the roles of *Srrm2* dosage in stemness through the modulation of splicing and gene expression networks, using *Srrm2* heterozygous knockout or transient knockdown in mouse ESC. The RNAi knockdown revealed that the most acute effects of *Srrm2* half dosage are alternative splicing defects in a small number of genes with roles in gene and metabolism regulation, without immediate changes in gene expression levels. In contrast, single-cell transcriptomic analyses showed that the constitutive half dosage of *Srrm2* in ESC gives rise to heterogeneous cultures reliably composed of cells in different transcriptional and stemness states. Embryonic stem cells have the unique capacity to differentiate into a wide range of specialised cell types (pluripotency) and to perpetually propagate in culture while retaining their undifferentiated state through self-renewal (Martin, 1981; Evans and Kaufman, 1981; Thomson et al., 1998; Huang et al., 2015). Our study reveals that a persistent reduction in *Srrm2* transcripts in stem cells reduces the competency to maintain stemness and results in the emergence of a mixed cell population with distinct phenotypes, which include defective colony formation and altered expression of pluripotency markers. Srrm2^+/−^ cells significantly overexpress genes related to development and cytoskeleton, whereas the group of downregulated genes are enriched in genes associated with the LIF pathway, crucial for ESC self-renewal (Smith et al., 1988; Williams et al., 1988; Huang et al., 2015). Notably, LIF withdrawal or the direct inhibition of downstream effectors leads to differentiation of mouse ESC into morphologically mixed cell populations, similar to what we observe in Srrm2*^+/−^* population (Niwa et al., 1998). We identify *Srrm2* dosage as a key player in balancing self-renewal and differentiation processes, to ensure appropriate proportions of stem cell niches.

Single-cell RNA-seq analysis revealed distinct cell states among Srrm2^+/−^ cells. While the majority of Srrm2^+/−^ cells retain pluripotency expression signatures, namely *Pou5f1*, *Sox2*, *Nanog*, *Klf4*, their pluripotency state is markedly different from the most abundant pluripotent state in WT cells. Mouse ESC cultured in the presence of differentiation-restricting inhibitors, such as LIF, are *in vitro* counterparts of the naive preimplantation epiblast E4.5. EpiLCs, derived from mESC, resemble the early post-implantation epiblast (E5.5-6.5) and exhibit features of the formative pluripotent state which precedes the induction for multi-lineage specialisation (Hayashi et al., 2011; Rossant and Tam, 2017; Kurimoto et al., 2015; Yang et al., 2019). Compared to the WT condition, the population of Srrm2^+/−^ ESC contains a higher proportion of cells resembling E5.5 stage cells, and we found that most Srrm2^+/−^ ESC exist in an intermediate state between the naive and formative pluripotency. This intermediate state is characterised by a reduction in the expression of *Nanog* and *Klf4*, and overexpression of the DNA methyltransferases, *Dnmt3a* and *Dnmt3b*, and several ribosomal protein genes, such as *Rps21*, *Rps29*, *Rpl29*, *Rpl36*. Moreover, transient Srrm2 depletion by RNAi has a rapid effect on the expression of metabolic-related genes. In particular, we found misregulation of *Cox6b2*, involved in mitochondria oxidative phosphorylation, and *Ass1*, a component of the arginine pathway important in protein synthesis. Metabolic cues are tightly regulated during pluripotency and differentiation, and proper regulation of ribosomal gene expression is crucial for the requirements of different cell states. This highlights a possible role of *Srrm2*, and more specifically its dosage, as an early modulator of gene expression networks, but also in controlling metabolic pathways, both key to balancing a coordinated and dynamic progression of pluripotent states during embryo development.

The modulation of transcription factor expression cascades, and the putative alteration of the epigenetic and metabolic landscape in Srrm2^+/−^ cells, suggests that *Srrm2* depletion leads to a partial dismantling of stem regulatory networks, promoting the onset of cell lineage commitment, into a state where the majority of cells are beyond their naive pluripotency features but are still not committed to a particular lineage. Alternatively, it is possible that the intermediate state of Srrm2^+/−^ cells between naive and formative pluripotency does not exist *in vivo* in embryos, or in standard cultures of ESC. Regardless, our study suggests that *Srrm2* levels play important roles in coordinating the transitions or the temporal dynamics between naive and formative pluripotent stem cells, and the robustness of their stemness. Further studies may help elucidate possible roles of Srrm2-mediated mechanisms in promoting fluctuations of pluripotent states that provide windows of opportunities for cell commitment.

Srrm2^+/−^ cells express cell-type-specific markers and transcription factors important for mesoderm or cardiac tissues. Importantly, upon *Srrm2* RNAi, we also observed misregulation of genes associated with mesoderm and angiogenesis, such as *Id3*, *Myo3b* and *Nrp2*, before detectable changes in pluripotency regulation genes. 

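*Myo3b* (ENSMUSG00000042064) lies on chromosome 2 from 70039126 to 70429198 and had 1.57 ± 0.521 CPM (SD, n = 3) in Gl2-KD and 3.05 ± 0.435 in Srrm2-KD at 72 h, a log2 fold change of 1.01 (standard error 0.25, adjusted p = 0.155, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was higher in 3 of 3 experiments at 72 h and at 24 h, where its log2 fold change was 0.47 (standard error 0.24), and in Gl2-KD it changed by -1.25 from 24 h to 72 h. DESeq2, and edgeR with a block for each experiment and time point together, called *Myo3b* at 72 h, and no other setting tried for this comparison did. Pluripotency regulation was examined over 12 genes that the paper names (*Pou5f1*, *Sox2*, *Nanog*, *Klf4*, *Esrrb*, *Zfp42*, *Dppa3*, *Tcf7l1*, *Dnmt3a*, *Dnmt3b*, *Rest* and *Lefty2*). At 72 h, 0 of the 12 had an adjusted p below 0.05 over all genes tested in edgeR's quasi-likelihood test, and 4 had an unadjusted p below 0.05. DESeq2 called 1 gene of the list, *Dnmt3a*, as did the fit of the 72 h libraries alone, the block for each experiment and time point and the fit without the Srrm2-KD 24 h library of experiment 3, and limma-voom called 0. Adjusted over the list alone, 2 genes passed, *Dnmt3a* and *Dppa3*, both higher in Srrm2-KD in 3 of 3 experiments. *Dnmt3a* went from 96.3 ± 16.5 to 173 ± 27.7 CPM, a log2 fold change of 0.84 (standard error 0.19, adjusted p over all genes 0.144 from edgeR), and *Dppa3* from 34.5 ± 22.8 to 49.8 ± 35.8, a log2 fold change of 0.43 (standard error 0.13, edgeR adjusted p 0.241). The log2 fold change at 72 h was -0.09 for *Pou5f1*, -0.12 for *Sox2*, -0.15 for *Nanog*, -0.29 for *Klf4*, -0.31 for *Esrrb* and 0.36 for *Dnmt3b*. The standard errors of these 6 genes lay between 0.08 and 0.15, and *Pou5f1*, *Klf4* and *Esrrb* were lower and *Dnmt3b* higher in 3 of 3 experiments. With a library or experiment left out, these 6 values kept their sign but changed in size. The ranges were -0.13 to -0.06 for *Pou5f1*, -0.24 to -0.01 for *Sox2* and -0.28 to -0.08 for *Nanog*. They were -0.51 to -0.14 for *Klf4*, -0.41 to -0.22 for *Esrrb* and 0.20 to 0.52 for *Dnmt3b*.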

A stable and continuous depletion of *Srrm2* in Srrm2^+/−^ mESC leads to a significant enrichment of the *Srf* transcription factor, a master regulator of cardiac development, and its target genes, especially in the most differentiated cells. SRF activation is driven by cell mechanic cues such as extracellular physical or chemical signals that are transduced by actin cytoskeleton remodelling signalling cascades coordinated with activation of myocardin-related transcription factors (Olson and Nordheim, 2010; Posern and Treisman, 2006; Xiong et al., 2022). Cytoskeletal and mechanical cues play key roles in regulating pluripotency by modulating the transcriptome of mouse ESC in response to external signalling cues (David et al., 2019; Heo et al., 2017; Putra et al., 2023). The misregulation of cytoskeletal-related genes in Srrm2^+/−^ cells, such as Krt8 and Krt18, could potentially identify important players in controlling cell mechanical cues, which may be interconnected with alterations in SRF-related pathways. Transient depletion of *Srrm2* led to splicing alterations in *Meg3* lncRNA, which indirectly regulates *Srf* transcript levels through its sponging functions. Alternative splicing of *Meg3* could lead to alterations in its three-dimensional folding, impacting its sponging abilities, and potentially explaining the increase in SRF targets. Further studies are required to better understand whether the alterations in Meg3 isoforms, cytoskeleton and SRF-pathway drive or result from the loss of stemness in Srrm2^+/−^ ESC.

While Srrm2^+/−^ cells show extensive gene expression alterations with few splicing alterations, transient *Srrm2* depletion leads to minor expression changes and reveals that splicing misregulation, mostly involving exon skipping and intron retention, as previously shown in differentiated cells (Cui et al., 2023; Xu et al., 2022), occurs before gene expression effects. Notably, *Dtx3* and *Pcyt2* exhibit differential splicing events in protein-coding isoforms both in acute and constitutive *Srrm2* dosage reduction, indicating that they may play pivotal roles in triggering the cascade of *Srrm2*-associated phenotypes. DTX3 is an ubiquitin ligase with a key role in cell fate determination and is a regulator of Notch signalling, which governs numerous processes during embryo development. PCYT2 is an enzyme involved in the Kennedy pathway of phospholipid synthesis, and its roles in development are still not known. These findings suggest that *Srrm2*-dependent splicing of specific genes, including *Dtx3* and *Pcyt2*, as a likely mechanism driving subsequent changes in gene expression and ultimately impairing pluripotency.

Further research is needed to provide insights into the phenotypical and molecular mechanisms underlying the effects of *Srrm2* dosage reduction in pluripotency maintenance and early differentiation. The observation of different outcomes from the *Srrm2* depletion by constitutive heterozygous knockout or acute RNA interference recapitulates studies in *C. elegans*, in which depletion of the *Srrm2* ortholog (*rsr-2*) by RNA interference and knockout leads to different phenotypes, from viable worms able to reach the adult stage, to embryonic lethality and larvae arrest (Fontrodona et al., 2013). The complex effects of *Srrm2* depletion during development can be reconciled with roles in the regulation of cell fate and stemness that are likely to be sensitive to *Srrm2* levels, and an accumulation of deregulated pathways, and additional factors that require investigation through complementary approaches. Future studies should involve different genetic manipulation technologies, additional clones, developmental models, such as gastruloids, combined with molecular approaches that directly identify target RNA isoforms dependent on *Srrm2* abundance. SRRM2 has also been shown to be important for the biogenesis and composition of splicing speckles, which are nuclear domains enriched for splicing factors (Ilik et al., 2020; Xu et al., 2022; Hu et al., 2019). For a better understanding of SRRM2-mediated mechanisms in early development, it will also be important to disentangle its longer-term effects that result in altered cell identity seen in mouse and *C. elegans*, with its direct molecular roles in alternative splicing, splicing speckle formation and genome organisation in the context of pluripotency and development.

Taken together, our study sheds light on the roles of splicing factors in the intricate interplay between alternative splicing and gene expression networks that govern early developmental processes. *Srrm2* emerges as a key regulator of pluripotency and early development potentially through its dosage-dependent regulation of specific splicing events and its ability to balance unscheduled gene expression alterations. Furthermore, the identification of early and long-lasting *Srrm2*-mediated splicing and expression defects at specific genes prompts further investigation of their roles in biological and medical contexts, opening opportunities for exploring new therapeutic strategies targeting *Srrm2* and its downstream effectors in developmental and cancer diseases.

## MATERIALS AND METHODS

### *Srrm2* expression analysis during *in vivo* mouse development

*Srrm2* expression levels were assessed during E3.5-5.5 mice embryo development using publicly available data (Nowotschin et al., 2019), and the force-directed layouts plots in Fig. 1A were produced using the interactive data website www.endoderm-explorer.com. Gene expression colour per cell represents the post-imputation with the MAGIC algorithm (van Dijk et al., 2018) following normalisation and log transformation. *Srrm2* expression levels during E10-P63 mice embryo development were assessed using publicly available data (Cardoso-Moreira et al., 2019). The data used to produce Fig. 1B was obtained from the interactive app https://apps.kaessmannlab.org/evodevoapp/.

### mESC lines

Srrm2^+/−^ cells (CG0630) were generated by a gene trap-derived truncation in the *Srrm2* gene by the Sanger Institute Gene Trap Resource (SIGTR), Cambridge, UK, using mouse ESC lines clone E14tg2a.4, as a recipient. Srrm2^+/−^ and parental WT E14tg2a.4 ESC were obtained from the Mutant Mouse Resource Center (MMRRC) at the University of California at Davis, a National Institutes of Health (NIH) funded strain repository. MMRRC screening in Srrm2^+/−^ cells reported *Mycoplasma spp.* and mouse Parvo viruses free, and a chromosome count of 40 chromosomes. The specificity of the gene-trap cassete integration in Srrm2^+/−^ cells was confirmed by MMRRC through 5′ RACE genotyping which identified a unique sequence mapping to *Srrm2* Exon 1 (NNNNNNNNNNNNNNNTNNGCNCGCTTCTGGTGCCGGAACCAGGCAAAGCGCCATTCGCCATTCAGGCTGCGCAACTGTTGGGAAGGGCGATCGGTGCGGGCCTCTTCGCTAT). E14tg2a.4 WT cells were expanded and tested negative for *Mycoplasma spp.*, upon screening according to the manufacturer's instructions (AppliChem, A3744). E14tg2a.4 WT and Srrm2^+/−^ cells were expanded and cryopreserved at three different passage numbers (WT: passage 19-21, Srrm2^+/−^: passage 4-7) in three independent batches, that were further thawed and treated as biological replicates. Bulk sequencing datasets produced from E14tg2a.4 WT and Srrm2^+/−^ were mapped and tested negative for *Mycoplasma spp*.

### mESC culture

mESC were grown as previously described (Beagrie et al., 2017). Briefly, cells were grown at 37°C, 5% (v/v) CO_2_, on gelatine-coated (0.1% v/v, Sigma-Aldrich, cat# G1393) Nunc T25 flasks in Gibco Glasgow's MEM (Invitrogen, 21710-082), supplemented with 10% (v/v) heat-inactivated FCS (Invitrogen, 10270-106, batch number 41F8126K), 2000 units ml^–1^ LIF (Millipore, ESG1107), 0.1 mM β-mercaptoethanol (Invitrogen, 31350-010), 2 mM L-glutamine (Invitrogen, 25030-024), 1 mM sodium pyruvate (Invitrogen, 11360-070), 1% penicillin–streptomycin (Invitrogen, 15140-122) and 1% non-essential amino acids (Invitrogen, 11140-035). The cell culture medium was changed every day and cells were split every second day. Before sample collection, cells were grown for 24 h, 48 h or 72 h in serum-free ESGRO Complete Clonal Grade medium (Merck, SF001-500P), supplemented with 1000 unitsml^–1^ LIF, on 0.1% gelatine-coated (Sigma-Aldrich, G1393-100ml, 0.1% v/v) Nunc dishes, with a daily medium change. Cultures were visually inspected and brightfield images were acquired in an Olympus IX53 microscope.

### Alkaline phosphatase assay

WT and Srrm2^+/−^ E14tg2a.4 cells were seeded at a clonal density of 8.5×10^3^ cells/cm^2^ and grown for 72 h under normal conditions. The Alkaline Phosphatase assay was carried out according to the manufacturer's instructions (Sigma-Aldrich, 86R-1KT). Alkaline phosphatase (AP) activity is highest in stem cells, and it reduces as cells differentiate into other cell types, thus AP activity is commonly used as a means of determining the ability of cells to differentiate. Cells with higher AP activity show higher Hematoxylin staining. AP staining was visually inspected and brightfield images were acquired in an Olympus IX53 microscope.

### *Srrm2* RNAi knockdown in mESC

WT E14tg2a.4 ESC were transfected using OptiMEM (Invitrogen, 31985062), Lipofectamine RNAiMAX (Invitrogen, 13778075) and 50 nM synthetic siRNA duplexes (Eurogentec) targeting either *Srrm2* or firefly luciferase (Gl2), which was used as a control. RNA interference was done according to the manufacturer's instructions. Briefly, cells were seeded and reverse-transfected at a density of 3.1×10^4^ cells/cm^2^. 24 h after the first transfection, cells were harvested or re-transfected with the same siRNA duplexes and transfection reagents and harvested 72 h after seeding. The siRNA sequences are reported from 5′ to 3′: Gl2 sense CGUACGCGGAAUACUUCGA, Gl2 antisense UCGAAGUAUUCCGCGUACG, *Srrm2* E8/9 sense GAAGAAGCACAGGUCAGAA, *Srrm2* E8/9 antisense UUCUGACCUGUGCUUCUUC, *Srrm2* E13 sense CGUGGAAGAUCUCACUCUA, *Srrm2* E13 antisense UAGAGUGAGAUCUUCCACG.

### RNA isolation

For total RNA-seq and qRT-PCR, Srrm2^+/−^ and WT ESC were seeded (5.2×10^4^ cells/cm^2^) and grown for 48 h to 70-80% confluency. Total RNA was isolated with TRIzol (Invitrogen, 15596-026) following the manufacturer's instructions. Lysates were either processed immediately for qRT-PCR, or snap-frozen in liquid nitrogen and stored at −80°C until further processing. DNA was degraded with TURBO DNase (Invitrogen, AM1907), according to the manufacturer's protocol. Purified RNA was either stored at −80°C or processed immediately.

### cDNA synthesis and real-time quantitative PCR

Purified RNA (1 μg) was reverse transcribed into cDNA using 10 U/μl of Superscript II Reverse Transcriptase (Invitrogen, 18064-022), 50 ng of random primers (Promega, C118A), 0.5 mM dNTPs (NEB, N0447L), 5 mM RNAseOUT (Invitrogen, 10777-019) in a 20 μl solution with 10 mM DTT and Superscript buffer, according with the manufacturer's instructions. RNA-DNA hybrids were removed with 2 U of RNase H (NEB, M0297S). The synthesised DNA was diluted 1:4 and 1 μl was used for qRT-PCR, using SensiMix™ SYBR^®^ No-ROX (Meridian Bioscience, QT650-05), 250 nM of each primer in a final volume of 20 μl. The primers sequences are reported from 5′ to 3′: *Srrm2* Exon 11 FW AGTCTCTCGTAGAAGCCGGT, *Srrm2* Exon 11 RV CTTCTGCGTCTTGGTGGAGT, *Actb* FW TCTTTGCAGCTCCTTCGTTG and *Actb* RV ACGATGGAGGGGAATACAGC. *Srrm2* expression was measured from three biological replicates per condition and were assessed according to the 2–ΔΔCT method (Livak and Schmittgen, 2001), and normalised to *Actb*. The relative RNA expression for each condition was estimated by calculating the ΔCT average per replicate. The mean and standard deviation (s.d.) were then determined from the replicates.

### Immunofluorescence

Srrm2^+/−^ and E14tg2a.4 WT cells were seeded (1×10^5^ cells/cm^2^) on ethanol-washed and autoclaved glass 0.1% gelatin-coated coverslips and grown under regular conditions for 1 day. Cells were rinsed and fixed in 4% EM-grade PFA (Alfa Aesar, 43368) in 125 mM HEPES-NaOH pH 7.6, for 30 min at room temperature. Aldehydes were quenched (10 min) with 20 mM glycine in PBS. Cells were permeabilised (10 min) in 0.5% Triton X-100 in PBS (w/v). Cells were washed and incubated (three times over 1 h) in blocking solution (1% BSA, 0.2% fish skin gelatin, 0.1% casein, in PBS, pH 7.8). Primary antibodies were diluted in blocking solution and incubated overnight at 4°C in a humid chamber. Cells were washed (three times over 1 h) in blocking solution, before incubation with secondary antibody diluted in blocking solution for 1 h at RT. After incubation, cells were washed in PBS three times for 1 h. DNA was stained with 0.5 µg/ml DAPI (Sigma-Aldrich, D9542) in PBS for 2 min. Cells were washed three times in PBS and mounted in Vectashield (Vector Laboratories, H-1800) before imaging. The antibodies used are listed in Table S16.

### Confocal imaging

Immunofluorescence images were acquired with a Leica TCS SP8-STED confocal microscope (Leica Microsystems DMI6000B-CS) using Leica Application Suite X v.3.5.5.19976 and an HC PL APO CS2 63x/1.40 oil objective, with a pinhole equivalent to 1 Airy disk. Images were acquired using 405 nm, 488 nm, 555 nm, 633 nm and 680 nm excitation using a long-pass filter at 1024×1024 pixel resolution (pixel size 180×180 nm). For intensity signal comparison, representative images from the same experiment set were collected without intensity signal saturation, in the same session with the same settings. Images were post-processed using Fiji software (version 2.9.0/1.53t; Schindelin et al., 2012; Linkert et al., 2010), and comparative images were contrast-stretched using the same parameters.

### Western blotting

E14tg2a.4 WT and Srrm2^+/−^ cells were seeded (5.2×10^4^ cells/cm^2^) and grown for 48 h to 70-80% confluency. The organic phase was extracted following TRIzol protocol (Invitrogen, 15596-026), according to the manufacturer's instructions. Proteins were precipitated with isopropanol and washed with 0.3 M of guanidine hydrochloride in 95% ethanol for 20 min. Protein pellets were resuspended in 1% SDS and protein concentration was measured using the Bradford assay kit (Thermo Fisher Scientific, 1863028), according to the manufacturer's instructions. 10 µg of protein extracts were denatured in 5x Laemmli-buffer (125 mM Tris-HCl pH 6.8, 10% SDS, 50% glycerol, 0.5% bromophenol blue, 0.2% ∝-mercaptoethanol) for 5 min at 95°C. Protein lysates were loaded on 10% polyacrylamide gels and resolved at 120 V for 2 h at RT. Proteins were transferred to a PVDF membrane using a Mini Trans-Blot^®^ Cell (Bio-Rad Laboratories) at 100 V for 2 h, at 4°C. The membrane was blocked in 5% skimmed milk for at least 1 h. Primary antibodies incubation was performed overnight at 4°C and secondary antibodies were incubated for 2 h. Chemiluminescent substrate was added according to the manufacturer's instructions (Amersham ECL Prime Western Blotting Detection Reagent, Cytiva #RPN2232) and was detected with an Amersham Imager 600 (GE Healthcare, 10600023). The antibodies used in this study are listed in Table S16.

### Flow cytometry

Srrm2^+/−^ and E14tg2a.4 WT cells were grown under regular conditions for 48 h. Triplicate wells (technical replicates) were each harvested at three different passages using TrypLE (Gibco). Cells were fixed and permeabilised using the permeabilising buffers from the FoxP3 staining buffer kit (Miltenyi; 130-093-142) and stained with conjugated antibodies (Table S16). Protein expression was analysed using a MACSQuant VYB flow cytometer (Miltenyi). Gating and plots were generated using FlowJo 10.

### Bulk RNA-seq library preparation and sequencing

Purified RNA was produced in three biological replicates from WT and Srrm2^+/−^ E14tg2a.4 cells, or from RNAi-treated E14tg2a.4 WT cells and tested for RNA quality using the 2100 Bioanalyzer Agilent system with the Agilent RNA 6000 Nano assay (Agilent Technologies, 5067-1511). RNA spike-ins (Invitrogen, 4456740) were added to each purified RNA sample following the manufacturer's recommendations. Total RNA libraries were produced from 600 ng of RNA using the TruSeq Stranded total RNA library preparation kit (Illumina, 20020596) according to the manufacturer's protocol. PolyA+ RNA-seq libraries were produced from 1 µg of RNA using the TruSeq^®^ Stranded mRNA Library Prep (Illumina, 20020594) kit, according to the manufacturer's instructions. Libraries were analysed on the 2100 Bioanalyzer Agilent system using the Agilent High Sensitivity DNA kit (Agilent Technologies, 5067-4626). DNA concentrations were measured by Qubit Quant IT kit (Invitrogen, Q10212) according to the manufacturer's protocol. Total RNA libraries were paired-end sequenced using the NextSeq 500/550 system at 75 bp length, according to the manufacturer's protocol. Sequencing depth ranged from 78-99 million reads in WT and Srrm2^+/−^ replicates. PolyA^+^ RNA libraries were paired-end sequenced using the NovaSeq 6000 system at 100-bp length, according to the manufacturer's protocol. Sequencing depth ranged from 91-251 million reads per replicate.

### Total and polyA+ RNA-seq data analyses

#### Gene expression

Total and polyA expression levels from RNA-seq profiles were obtained using Kallisto v0.46.1 (Bray et al., 2016), where reads were pseudo-aligned to the mouse gencode transcriptome release M24. Differential expression analysis was conducted using edgeR (version 3.38.4). Briefly, sample comparison was performed by filtering for low expressed genes, applying a quasi-likelihood method (glmQLFTest function), and selecting significantly differentially expressed genes with FDR adjusted *P*-values lower than 0.05, as implemented in the edgeR package. For polyA+ RNA-seq, an additional step of batch effect correction for the processing date of the samples was performed indicating the RNA processing day as a covariate in the design matrix. To assess the accuracy of the transcriptome alteration, we analysed the correlation between the observed and expected fold changes of the spike-ins (total RNA: R=0.97, *P*-value<2.2×10^−6^; 24 h and 72 h polyA+ RNA: R=0.98, *P*-value<2.2×10^−6^).

#### GSEA and over-representation analyses

GSEA and ORA were performed with WEB-based GEne SeT AnaLysis Toolkit (WebGestalt 2019), using the default parameters and weighted set to reduce redundancy of the gene sets in the enrichment result (Zhang et al., 2005; Wang et al., 2013, 2017; Liao et al., 2019). For GSEA all the detected genes were used as an input and ranked according to their *P*-value and the sign of the fold change, as previously described (Reimand et al., 2019). GSEA was performed for the default functional databases: biological processes (GO) and predicted transcription factor targets of networks (Gene Transcription Regulation Database, GTRD) (Kolmykov et al., 2020). Furthermore, external databases were used as functional databases in WebGestalt to perform GSEA and ORA. To assess commitment to a specific cell lineage using signatures previously identified by single-cell transcriptome profiles of mouse embryos (Cao et al., 2019) and retrieved from MSigDB's hallmark collection (https://www.gsea-msigdb.org/; Liberzon et al., 2015). To identify the transcription factors necessary to induce cell-type reprogramming, we used the publicly available Mogrify (Rackham et al., 2016) gene lists (Ferrai et al., 2017) as a functional database to perform an ORA, providing Srrm2^+/−^ upregulated genes as input and all detected genes as background. Finally, the list of SRF targets predicted by the GTRD was downloaded from the Human Molecular Signatures Database (MSigDB), C3 subcollection TFT: Transcription factor targets and converted into *Mus musculus*, using the Bioconductor BiomaRt R package and the *M. musculus* transcription factors list was obtained from the AnimalTFDB 3.0 database (Hu et al., 2018).

#### Splicing alterations

For AS event-level analysis, raw reads were mapped to previously annotated AS events for the mouse reference assembly (mm10 vastdb.mm2.23.06.20) from VastDB (VastDB v2 released). Abundance of AS events in PSI values was estimated using Vast-tools (version 2.5.1) align and combine commands (Irimia et al., 2014; Tapial et al., 2017). Vast-tools quantifies exon and microexon skipping, intron retention, and alternative donor and acceptor site choices. For further analyses, we filtered splicing events that had at least two replicates per condition with a minimum read coverage of LOW. To calculate differential AS between samples, we used Vast-tools *diff* function. Vast *diff* uses Bayesian inference followed by differential analysis to calculate percent spliced inclusion variations (dPSI) and minimum value difference (MV) between two samples for each AS event. We selected, as significantly differentially spliced, events with an absolute dPSI≥0.15 and a MV≥0.1 or 0.15 (total and polyA+ RNA, respectively) at a 95% confidence interval. Significant events were individually assessed for the quality of the PSI distributions in both of the compared conditions. For visualisation of splicing events, read alignments from three replicates were merged per condition and visualised in the form of sashimi plots, using ggsashimi tool v1.1.5 (Garrido-Martín et al., 2018). We applied a threshold of ten minimum reads to support a junction in sashimi plots. Expression levels for each individual isoform were estimated and normalised in Transcripts per Million (TPM) with Kallisto, as described above.

### Single-cell mRNA library preparation

Two independent replicates of Srrm2^+/−^ and E14tg2a.4 WT cells were grown for 48 h under regular conditions. Cells were resuspended in 0.04% BSA in PBS and the suspension was loaded on a 40 µm Flowmi™ Tip Strainer to remove cell debris and clumps. The cell concentration and viability of the single-cell suspension were determined using a Countess^®^ II Automated Cell Counter (Thermo Fisher Scientific, AMQAX1000), following the manufacturer's instructions. Cell viability ranged between 86-96%. Cells were resuspended into 10^6^ cells/ml in 0.04% BSA in PBS. Single-cell mRNA-seq libraries were prepared with the Chromium Single Cell 3' v3 chemistry Kit (10x Genomics), according to the manufacturer's instructions. Briefly, a droplet emulsion was generated in a microfluidic chip followed by barcoded cDNA generation inside these droplets. Purified and amplified cDNA was then subjected to library preparation and sequenced on a NovaSeq 6000 instrument (Illumina).

### Single-cell RNA-seq data analyses

#### Mapping, filtering, pre-processing, data integration, clustering and cell cycle assignment

The four 10x Genomics scRNA-seq libraries were simultaneously mapped to the mouse genome (refdata-gex-mm10-2020-A version provided by cellranger) using the *cellranger count* function from 10× Genomics Cellranger software (version cellranger-6.1.2) with default parameters, except -expect-cells 10,000 (total number of cells targeted per experiment). The four 10x Genomics scRNA-seq libraries were aggregated on one unique count matrix using *cellranger aggr* function from 10X Genomics Cellranger software (version cellranger-6.1.2) with default parameters. The analysis of the single-cell data was performed using Seurat version 4.1.0. To remove low-quality cells, we applied sample-specific thresholds for both number of UMIs and number of features, by subtracting one standard deviation from the mean value across all cells of UMIs or features, respectively. Cells that did not pass both of these two thresholds were removed from the analyses. Additionally, cells having higher than 10% of mitochondrial reads were also excluded.

Single-cell datasets were normalised using the *LogNormalize* method, with a scale factor of 10,000, and the top 2000 variable genes were calculated using the *vst* method. Lastly, the data were scaled using the *ScaleData* function from Seurat, using all genes as input.

PCA analysis was performed by running the *RunPCA* function from Seurat with default parameters, and it was followed by the integration of all samples using Harmony (version 1.0; Korsunsky et al., 2019). The batch-corrected data was subjected to uniform manifold approximation and projection (UMAP) using the first ten dimensions. To explore distinct biologically meaningful groupings, we proceed with clustering by running *FindNeighbors* (first 20 dimensions) and *FindClusters* (0.2 resolution) from the Seurat package. To estimate the cell cycle phase of each cell in our study, we used the *project_cycle_space* and *estimate_cycle_position* from the tricycle package (version 1.2.1). For simplicity, numerical values were converted to categorical labels following the developer's recommendations: cells with a tricycle position between 0.5pi and pi were classified as ‘S’ phase, those between pi and 1.75pi as ‘G2M’ phase, those greater than or equal to 1.75pi or less than 0.25pi as ‘G1/G0’ phase, and the rest as ‘NA’.

#### Differential expression analyses and over-representation analyses

To identify cluster-specific marker genes that may characterise all the different cellular populations, we performed differential gene expression analysis using the *FindAllMarkers* function in Seurat. This analysis was conducted using the Wilcoxon rank-sum test and considering only positively regulated genes detected in at least 10% of cells within each cluster with a minimum fold change of 0.25. We excluded clusters that were composed of less than 2% of the total number of cells in the dataset, specifically clusters 5 and 6. Analyses of the expression of pluripotency markers showed a progressive reduction in its levels along the identified clusters (Fig. 3; Fig. S3). This suggests that the UMAP projection captures a progressive state that underlies a loss of stemness from cluster 1 to cluster 4 and that a trajectory analysis would not provide additional insight into the cellular dynamics of our system. Pairwise differential expression analysis between cluster 2 (mostly composed of Srrm2^+/−^ cells, making up 95% of the cluster) and cluster 1 (mostly containing WT cells, making up 94% of the cluster) was performed using FindMarkers function (Seurat). Genes with Log_2_ Fold change>0 represent upregulated genes in cluster 2, whereas genes with Log_2_ Fold change<0 are upregulated in cluster 1. Differentially expressed genes were expressed in at least 50% of the cells in at least one of the two clusters being compared (min.pct=0.5).

To investigate the pluripotency state of the single cells, we assessed the expression of gene markers, as previously described (Wang et al., 2021a). Over-representation analysis for biological terms (http://geneontology.org/) and phenotype terms (https://www.informatics.jax.org/vocab/mp_ontology/) were performed with WEB-based GEne SeT AnaLysis Toolkit (WebGestalt 2019), using the default parameters and weighted set to reduce redundancy of the gene sets in the enrichment result (Zhang et al., 2005; Wang et al., 2013, 2017; Liao et al., 2019). Gene markers were provided as input against a gene universe of all genes expressed in at least ten of the cells that were included in the analysis. The top five terms with a higher normalised enrichment score (NES) for each cluster were selected to produce the heatmaps shown in Fig. 3F and Fig. S3E.

#### Single-cell labelling transfer

Mice *in vivo* wild-type scRNA-seq data and cell type annotations from E3.5-5.5 and E6.5-8.5 development stages were acquired from GSE123046 (Nowotschin et al., 2019) and GSE137337 (Chan et al., 2019; Grosswendt et al., 2020; Haggerty et al., 2021) repositories, respectively. Data normalisation was conducted using the Seurat package's *NormalizeData* function (v. 4.3.0.1). For the E3.5-5.5 reference dataset, ICM cells were identified and annotated *de novo* based on increased and specific expression of key pluripotency genes (*Pou5f1, Sox2*, *Nanog*, *Klf2*, *Klf5*). The most similar *in vivo* cell types were identified for wild-type and Srrm2^+/−^ cells using the *scmapCluster* function (Scmap v. 1.22.3 using 2000 highly variable features and an assignment threshold of 0.5) of the Scmap cell-cluster label transfer method (Kiselev et al., 2018).

### Manuscript preparation

R version 4.2.1 (2022-06-23) and Inkscape version 1.2.1 (https://inkscape.org/) were used for data visualisation and figure preparation, respectively.

## Supplementary Material

10.1242/biolopen.060415_sup1 Supplementary information

Table S1. Differentially Expressed Genes between Srrm2+/− vs WT ES cells

Table S2. Differentially Expressed Genes between Srrm2+/− vs WT ES cells

Table S3. GSEA single-cell embryo cell lineage markers in Srrm2+/− cells

Table S4. ORA mogrify transcription factors in Srrm2+/− cells

Table S5. GSEA transcription factor network in Srrm2+/− cells

Table S6. Signigicant differential splicing events in Srrm2+/− cells

Table S7. Differential expressed genes for cluster 2 vs cluster 1

Table S8. Single-cell gene markers per cluster

Table S9. ORA biological terms for single-cell clusters markers

Table S10. ORA phenotype terms for single-cell cluster markers

Table S11. Significant differential splicing events in Srrm2KD 24H cells

Table S12. Significant differential splicing events in Srrm2KD 72H cells

Table S13. Expression of transcript isoforms in Srrm2KD 24H and 72H replicates

Table S14. Gene expression in Srrm2KD 24H cells

Table S15. Gene expression in Srrm2KD 72H cells

Table S16. Antibodies used in this study

## Data Availability

Datasets produced in this study can be found in the GEO repository under the accession number GSE243433, which includes raw fastq files and raw count matrices for the RNA-seq bulk datasets, and fastq files and matrix processed files for single-cell datasets. This study used the genome assembly mm10 release M24 (GRCm38.p6). The publicly available datasets used in this study are listed in the Materials and Methods section. Supporting data can be found in the supplementary information.

# Supplementary material for: SRRM2 splicing factor modulates cell fate in early development
**Source:** Biol Open. 2024 Apr 24;13(4):bio060415. doi: 10.1242/bio.060415
**Supplement:** Supplementary information

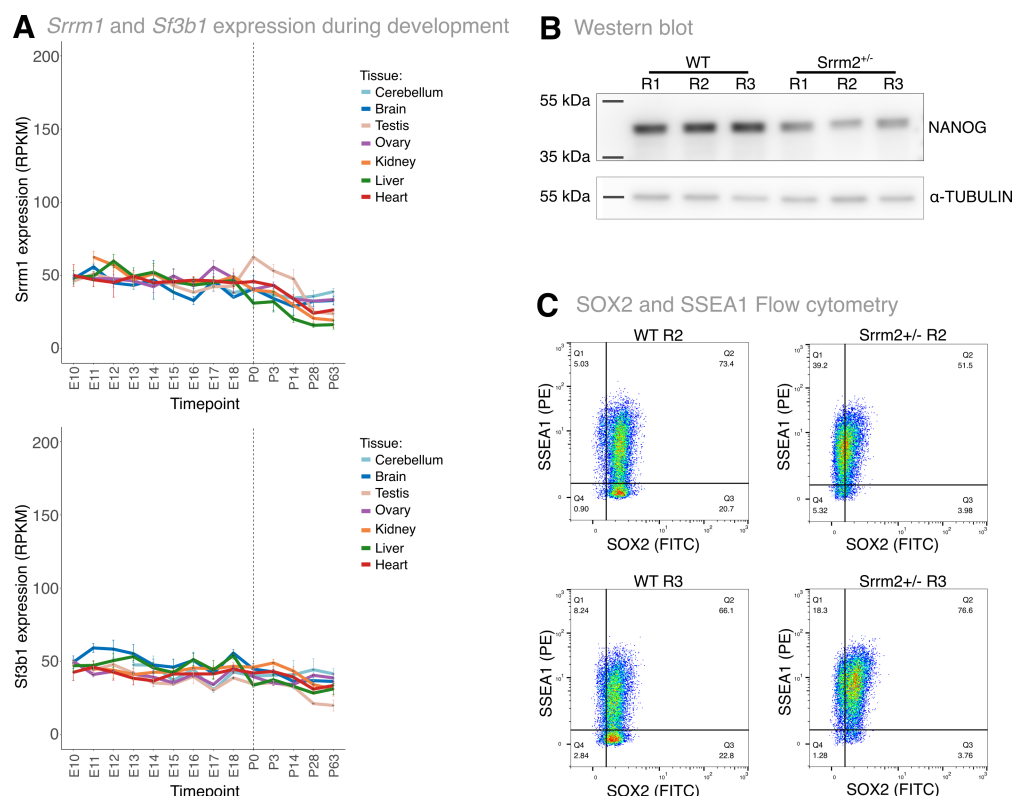

**Fig. S1. *Srrm2* expression levels influence the pluripotent state of mESC.** **A)** *Srrm2* expression levels during pre-natal (E) and post-natal (P) developing mouse tissues (RPKM) (Cardoso-Moreira et al., 2019). The vertical dashed line represents the birth time point. **B)** Western blot analysis was performed with antibodies against NANOG and  $\alpha$ -TUBULIN, the latter was used as a loading control. Molecular weights (kDa) are shown on the left side of each blot. Three biological replicates of WT and *Srrm2*<sup>+/-</sup> cells are represented by different numbers on the top of the image. Data is representative of 2 independent experiments. **C)** Flow cytometry data of SSEA1 and SOX2 double labelling in WT and *Srrm2*<sup>+/-</sup> cells. Data is representative of 2 out of 3 biological replicates, represented by different numbers.

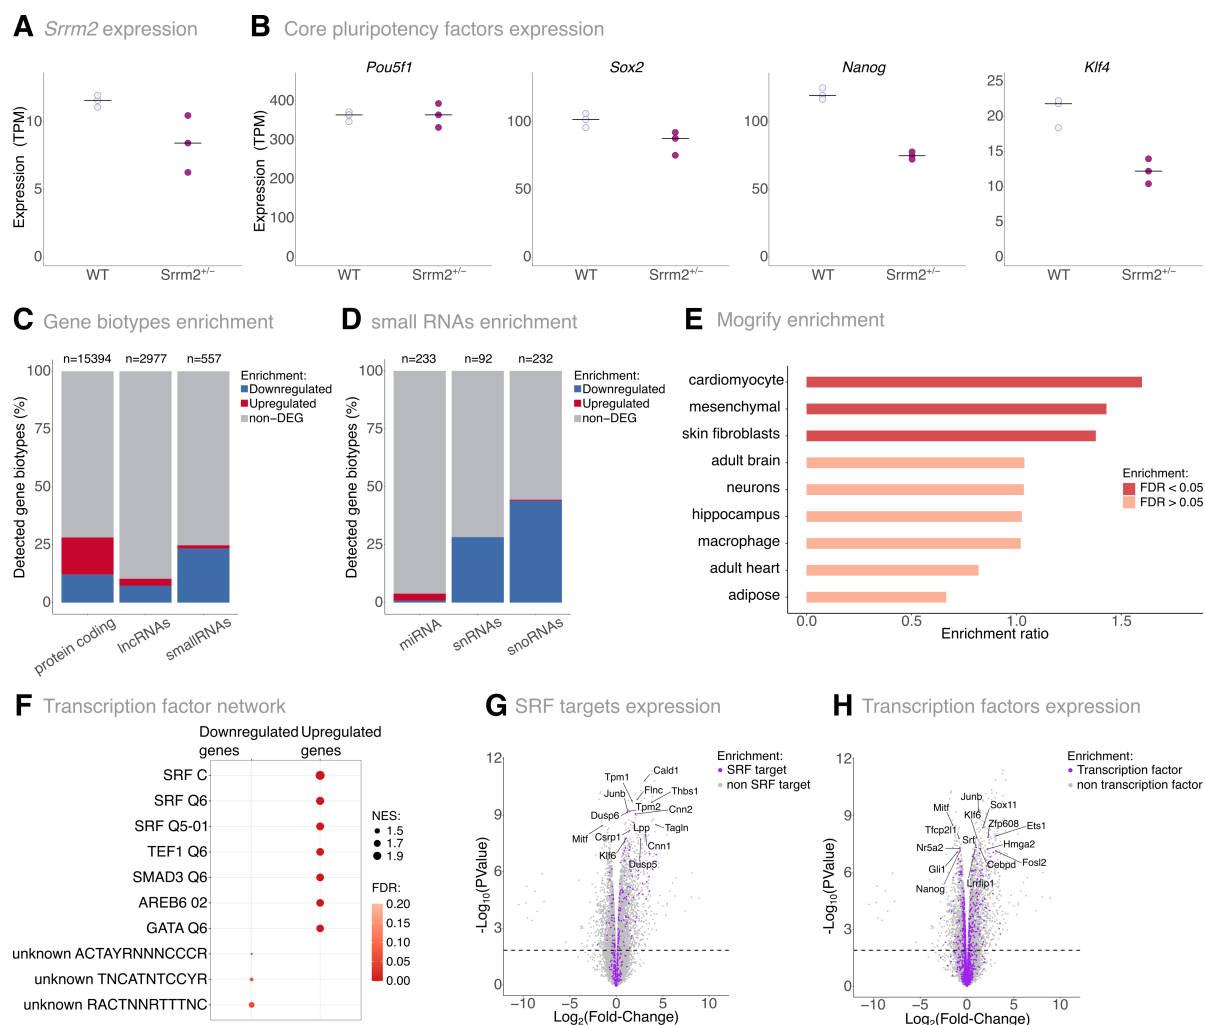

**Fig. S2. *Srrm2* heterozygous knockout mESC show extensive gene expression alterations.** **A)** *Srrm2* expression levels in transcript per million (TPM) per replicate in WT and *Srrm2*<sup>+/-</sup> mESC. **B)** Pluripotency transcription factors (*Pou5f1*, *Sox2*, *Nanog*, *Klf4*) expression levels in transcript per million (TPM) per replicate in WT and *Srrm2*<sup>+/-</sup> mESC. **C)** Proportion of downregulated (blue), upregulated (red) and non-differential expressed genes (grey) in *Srrm2*<sup>+/-</sup> cells per gene biotype. N, on top of each bar, represents the total number of detected genes per gene biotype: protein-coding (includes IG LV gene, TR V gene, protein-coding and TEC); lncRNAs (include Mt rRNA, Mt tRNA, antisense, misc RNA, polymorphic pseudogene, sense overlapping, processed transcript, processed pseudogene, pseudogene, rRNA, sense intronic, transcribed processed pseudogene, transcribed unprocessed pseudogene, translated processed pseudogene, unitary pseudogene, unprocessed pseudogene, lincRNA); and small RNAs (include miRNA, snRNA and snoRNA). **D)** Proportion of downregulated (blue), upregulated (red) and non-differential expressed small RNAs (grey) in *Srrm2*<sup>+/-</sup> cells. N, on top of each bar, represents the total number of detected genes per small RNAs biotype. **E)** Over-representation analysis (ORA) for the publicly available data of transdifferentiation transcription factors imputed by Mogrify algorithm (Rackham et al., 2016; Ferrai et al., 2017) using the identified upregulated genes in *Srrm2*<sup>+/-</sup> mESC. Different red colours represent FDR values for each enrichment term. **F)** GSEA for mouse transcription factors of *Srrm2*<sup>+/-</sup> vs WT gene expression comparison. Red colours represent the FDR values, whereas the circle size indicates the Normalized Enrichment Score (NES) for each set of transcription factor gene targets. **G)** Volcano plot showing the expression of the SRF transcription factors targets (purple) in the transcriptional comparison of *Srrm2*<sup>+/-</sup> and WT mESC. Gene labels represent the top 15 SRF gene targets with the lowest adjusted P-value. **H)** Volcano plot showing the expression of all *Mus musculus* transcription factors (purple) in the transcriptional comparison of *Srrm2*<sup>+/-</sup> and WT mESC. Gene labels represent the top 15 transcription factor encoding genes with the lowest adjusted P-value.

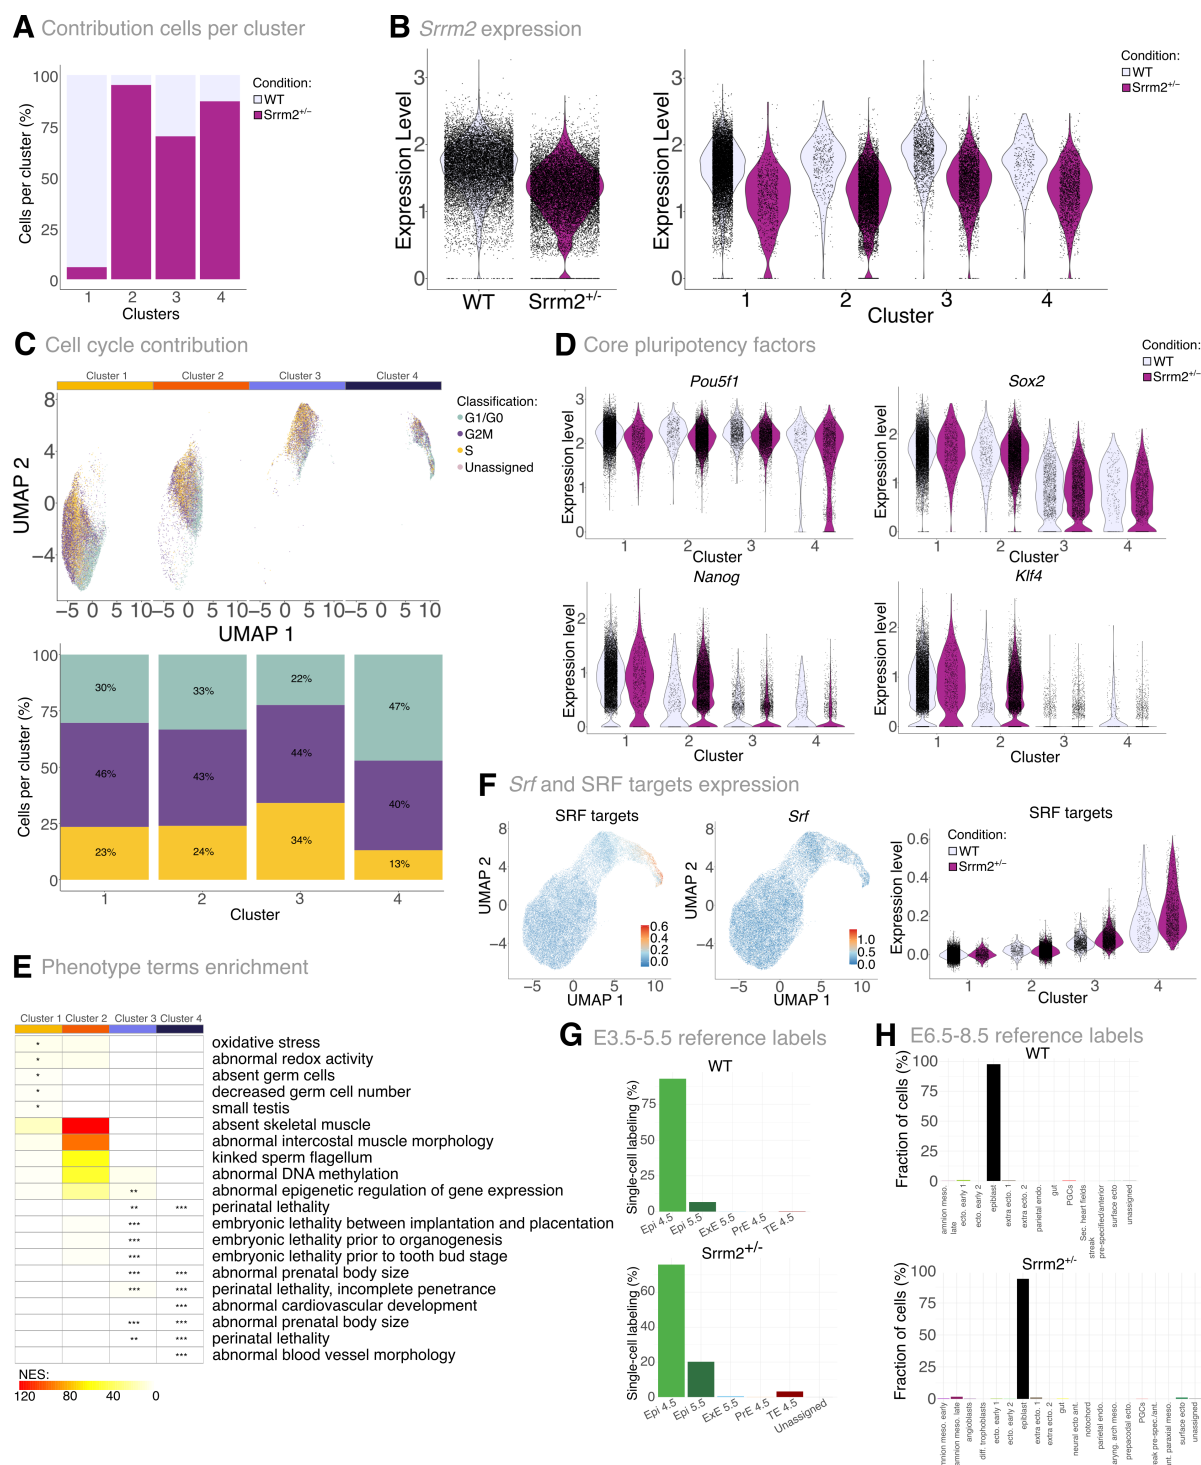

**Fig. S3. Single-cell transcriptome alterations in *Srrm2* heterozygous knockout ESCs. A)**

Proportional contribution of WT (light pink) and *Srrm2*<sup>+/-</sup> (dark pink) cells per cluster. **B)** Single-cell distributions of *Srrm2* expression levels per condition (left) and cluster (right). Each dot represents a single cell. Conditions are represented in different colours: WT (light pink) and *Srrm2*<sup>+/-</sup> ESC (dark pink). **C)** Contribution of cell cycle phases. On top: UMAP projection of cell cycle phases per cell. Cells are split by cluster, identified by different colours on top. Cells are coloured by cell cycle phases. Below: Proportional contribution of cell cycle phases per cluster. **D)** Single-cell distributions of the expression levels of pluripotency transcription factors (*Pou5f1*, *Sox2*, *Nanog*, *Klf4*) per condition and cluster. Each dot represents a single cell. Conditions are represented in different colours: WT (light pink) and *Srrm2*<sup>+/-</sup> ESC (pink). Clusters are distinguished in the y-axis. **E)** Heatmap representing phenotype terms enrichment from ORAs analyses of clusters gene markers

per cluster. The top 5 significant terms per cluster are displayed. Clusters are represented by different colours on the top (from left to right, clusters 1 to 4). Normalised enrichment scores (NES) of GO terms are represented by different colours (yellow to red). Significant NES values are marked with an asterisk (Fisher exact test \*: adjusted P-value < 0.05; \*\*: adjusted P-value < 0.01; \*\*\*: adjusted P-value < 0.001). **F**) Expression of SRF gene targets or *Srf*. On the left: UMAPs representing the relative similarity between individual cells coloured by the average expression levels of SRF gene targets (left) or by *Srf* (right). Right: Single-cell distributions of SRF-target genes average single-cell expression per condition and cluster. Each dot represents a single cell. Conditions are represented in different colours: WT (light pink) and *Srm2*<sup>+/-</sup> ESC (pink). Clusters are distinguished in the y-axis. **G-H**) Proportion of WT (top) and *Srm2*<sup>+/-</sup> (down) cells assigned to predicted labels from *in vivo* scRNA-seq reference atlas of mouse embryogenesis cells from E3.5- 5.5 (Nowotschin et al., 2019) (G) and E6.5-8.5 (Chan et al., 2019; Grosswendt et al., 2020, Haggerty et al., 2021) (H). G) Cells are classified into epiblast 4.5 (Epi 4.5), epiblast 5.5 (Epi 5.5), extra-embryonic ectoderm (ExE 5.5), primitive endoderm 4.5 (PrE 4.5), trophoectoderm 4.5 (TE 4.5). H) Cells are classified into amnion mesoderm early, amnion mesoderm late, angioblasts, differentiated trophoblasts, ectoderm early 1, ectoderm early 2, epiblast, extraembryonic ectoderm 1 (ExE 1), extraembryonic ectoderm 2 (ExE 2), gut, neural ectoderm anterior, notochord, parietal endoderm, pharyngeal arch mesoderm, primordial germ cells (PGCs), preplacodal ectoderm, surface ectoderm, secondary heart field/splanchnic lateral plate, splanchnic-lateral/anterior-paraxial mesoderm, streak pre-specified/anterior, unassigned (H).

**A** *Srrm2* siRNA cells morphology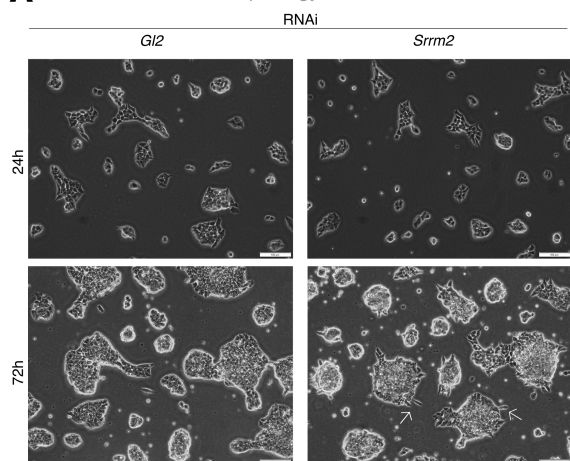**B** Intersection DSEs 24h and 72h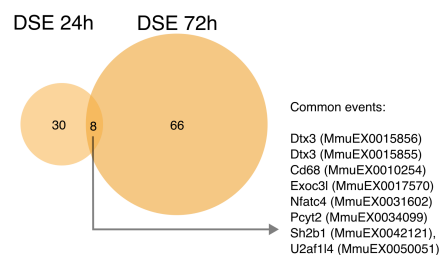**D** Isoforms expression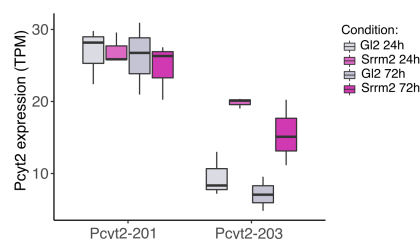**E** *Srrm2*-KD DEGs expression in *Srrm2* KO bulk RNA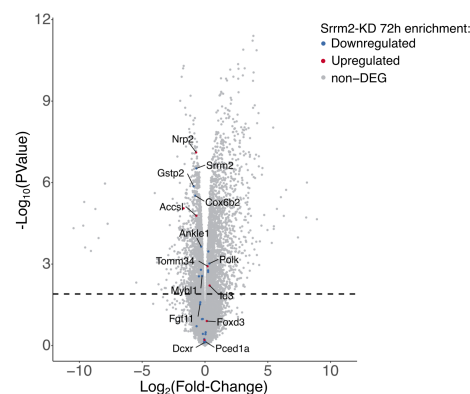**G** *Srrm2*, *Cox6b2*, *Ass1* expression in *Srrm2*<sup>+/-</sup> cluster 1/2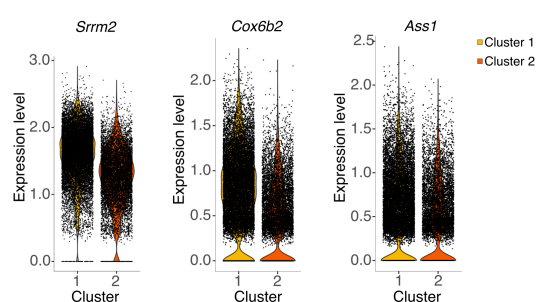**C** *Pcyt2* sashimi analyses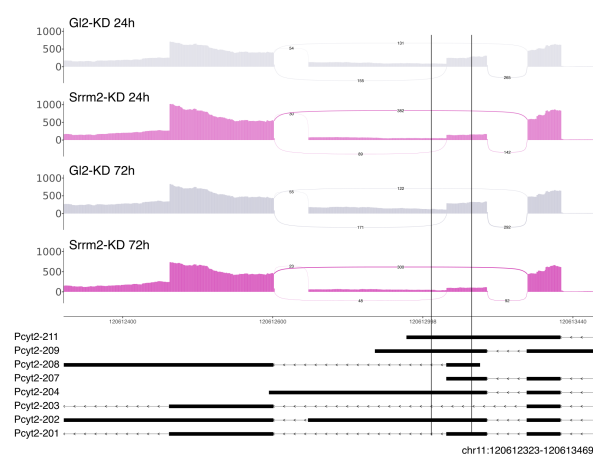**F** *Srrm2*-KD DEGs expression in *Srrm2*<sup>+/-</sup> cluster1/2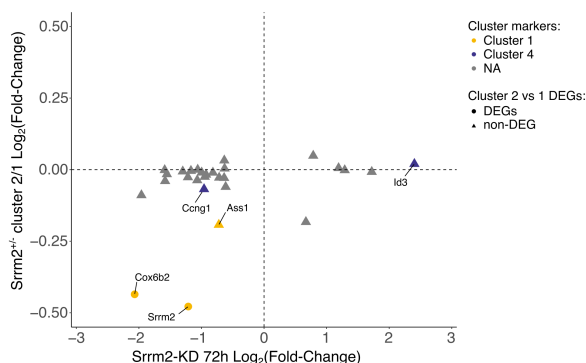

**Fig. S4. Transcriptome alterations upon *Srrm2* RNAi knockdown.** **A)** Brightfield images from mESC cultures treated with Gl2 (control) or with *Srrm2* RNAi, at 24h or 72h. Images are representative of 4 independent experiments. Scale bar corresponds to 100  $\mu$ m. Arrows indicate changes in colony morphology that are noticeable at 72h post siRNA treatment. **B)** Venn diagram of the differentially spliced events at 24h and 72h. The genes and the splice events of the eight common differentially spliced events between 24h and 72h are listed. **C)** Sashimi plots displaying the differential splicing events for the *Pcyt2* gene region (chr11:120612323-120613469) in control samples and *Srrm2* knockdown samples at 24h and 72h. Splicing events are delimited with vertical black lines (*Pcyt2*: chr11:120613030-120613083). Numbers in the plot represent the average number of junction reads from three replicates. Isoforms that cover the represented genomic region are shown and identified as following: ENSMUST00000145356 (*Pcyt2*-211), ENSMUST00000142049

(Pcyt2-209), ENSMUST00000134671 (Pcyt2-208), ENSMUST00000126723 (Pcyt2-207), ENSMUST00000124468 (Pcyt2-204), ENSMUST00000106188 (Pcyt2-203), ENSMUST00000106187 (Pcyt2-202), ENSMUST00000026129 (Pcyt2-201). **D**) Expression levels (TPM) of *Pcyt2* isoforms upon GI2 (control) and *Srrm2* knockdown at 24h and 72h. Isoforms with expression levels above 5 TPM and encoding for proteins are displayed. **E**) Volcano plot of *Srrm2*<sup>+/-</sup> and WT transcriptional comparison with differentially expressed genes in the *Srrm2* knockdown being represented in different colours. Gene labels represent the top-10 *Srrm2* knockdown differentially expressed genes with the lowest adjusted P-value at 72h and genes mentioned in the text (*Id3*, *Nrp2*, *Fgf11*). **F**) Expression comparison (Log<sub>2</sub> Fold change) of the differentially expressed genes upon 72h of *Srrm2* knockdown with the most stem-like single-cell clusters. Negative values represent downregulated genes in *Srrm2*-depleted cells and positive values represent upregulated genes in *Srrm2*-depleted cells. Gene markers of single-cell clusters are represented by different colours. Differentially expressed genes of the most stem-like single-cell clusters (cluster 2 vs cluster 1) are represented by different shapes. **G**) Single-cell distributions of the expression levels of *Srrm2*, *Cox6b2* and *Ass1* per condition and cluster. Each dot represents a single cell. Conditions are represented in different colours: WT (light pink) and *Srrm2*<sup>+/-</sup> cells (pink). Clusters are distinguished in the y-axis.

### **Table S1. Differentially Expressed Genes between Srrm2+/- vs WT ES cells**

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.060415#supplementary-data>

### **Table S2. Differentially Expressed Genes between Srrm2+/- vs WT ES cells**

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.060415#supplementary-data>

### **Table S3. GSEA single-cell embryo cell lineage markers in Srrm2+/- cells**

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.060415#supplementary-data>

### **Table S4. ORA mognify transcription factors in Srrm2+/- cells**

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.060415#supplementary-data>

### **Table S5. GSEA transcription factor network in Srrm2+/- cells**

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.060415#supplementary-data>

### **Table S6. Significant differential splicing events in Srrm2+/- cells**

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.060415#supplementary-data>

### **Table S7. Differential expressed genes for cluster 2 vs cluster 1**

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.060415#supplementary-data>

### **Table S8. Single-cell gene markers per cluster**

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.060415#supplementary-data>

### **Table S9. ORA biological terms for single-cell clusters markers**

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.060415#supplementary-data>

### **Table S10. ORA phenotype terms for single-cell cluster markers**

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.060415#supplementary-data>

### **Table S11. Significant differential splicing events in Srrm2KD 24H cells**

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.060415#supplementary-data>

### **Table S12. Significant differential splicing events in Srrm2KD 72H cells**

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.060415#supplementary-data>

### **Table S13. Expression of transcript isoforms in Srrm2KD 24H and 72H replicates**

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.060415#supplementary-data>

### **Table S14. Gene expression in Srrm2KD 24H cells**

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.060415#supplementary-data>

### **Table S15. Gene expression in Srrm2KD 72H cells**

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.060415#supplementary-data>

### **Table S16. Antibodies used in this study**

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.060415#supplementary-data>

How the deposited data were processed for this re-analysis (not part of the article)

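PolyA+ RNA of E14tg2a.4 cells was measured 24 h and 72 h after siRNA against *Srrm2* (Srrm2-KD) or against firefly luciferase Gl2 (Gl2-KD), in 3 experiments and 12 libraries. The authors made the estimated counts by pseudo-aligning the 100-bp paired-end reads to the mouse GENCODE M24 transcriptome with Kallisto 0.46.1, as their methods state, and deposited them as 1 value per gene and library. The values are not normalized for library size, and 33.9% to 43.1% of the values of a library are not whole numbers. How transcript estimates were summed per gene is not given in the sources used here. Of the 42450 gene identifiers, 42156 were matched to symbols and positions of GENCODE M21 (GRCm38), and the 294 without a match held 0.175% of the counts. The count table holds 0 spike-in identifiers.

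Totals per library ranged from 73933096 to 153343725 estimated counts, and the 10 genes with the most counts took 6.28% to 7.67% of a library. The lowest totals were those of Srrm2-KD at 72 h in experiment 3, Gl2-KD at 24 h in experiment 1 and Srrm2-KD at 72 h in experiment 2. The common biological coefficient of variation was 0.22, with 6 residual degrees of freedom and 5.09 prior degrees of freedom.

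Counts were rounded and analysed in R 4.3.3 with edgeR 4.0.16. Genes passed filterByExpr on the 4 groups (minimum count 10, minimum total 15), which left 19410 genes. Library sizes were scaled by TMM, and 1 fit of all 12 libraries had a term for each group and the experiment as a block, tested with glmQLFit (legacy=TRUE) and glmQLFTest. A gene was called at a Benjamini-Hochberg adjusted p below 0.05. The authors used edgeR 3.38.4 with the RNA processing day as a covariate; the day of each library is not given in the sources used here. That libraries of the same experiment number belong together was checked after the group means were removed: all 18 pairs of libraries with the same number had correlations of 0.281 to 0.747 across genes, and the 36 pairs with different numbers had correlations of -0.628 to 0.231. These correlations are across genes, which are not independent replicates.

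The comparisons were Srrm2-KD against Gl2-KD at 24 h and at 72 h, the mean of both, their difference, and 72 h against 24 h in Gl2-KD. Counts over lists of genes used the same tests: the 78 differentially spliced genes of Tables S11 and S12, the 37 genes of Table S15, and 12 pluripotency genes that the paper names. The lists of single-cell cluster genes of Tables S7 and S8 were tested two-sided with camera on voom values, with the correlation between genes estimated, and adjusted over 12 tests. Isoform TPM of Table S13 are the paper's and were compared with two-sided exact permutation tests. Genes named in the text are *Srrm2*, the genes that the paper names for expression after RNAi or for splicing, the pluripotency list, *Srf*, *Srrm1*, *Sf3b1*, and for each comparison the 5 genes with the smallest p among those called that changed in the same direction in all 3 experiments. The values of the paper's tables had been seen when this rule was written. Other genes of Table S15, of the averaged comparison and of the spliced list that are named singly were chosen after their values were seen. At 72 h, *Srrm1* had a log2 fold change of -0.27, *Sf3b1* of 0.19 and *Srf* of -0.12, with standard errors of 0.12, 0.10 and 0.18.

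The comparisons, lists and alternatives were chosen before the data were examined, apart from 3 alternatives named in the closing section. The other settings tried were DESeq2 1.42.0 with its size factors, limma 3.58.1 with voom, RLE factors, library totals only, glmQLFit with legacy=FALSE or robust=TRUE, no filter on low counts, at least 10 counts in every library, no block, each experiment in turn against the others as a batch, each time point fitted alone, counts not rounded, and leaving out each library and each experiment. For the cluster lists they were a preset correlation and fry, and for isoforms the share of the gene's TPM and geometric means. Where a library left out leaves a group with 2 libraries, the fit pools the spread over all groups.

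The tests were also tested on simulated data with 100 genes changed by 1 and 100 by 2 on the log2 scale. The counts were drawn gene by gene without a difference between experiments. For the averaged comparison edgeR recovered 60 and 86 of these and called 4 unchanged genes, DESeq2 63 and 91 with 42 unchanged genes, and limma-voom 61 and 88 with 7. For 72 h, limma-voom recovered 40 and 70 with 5 unchanged genes.

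Splicing events, the total RNA-seq of heterozygous cells and the single-cell data were not analysed here. Table S1 was held only in part and was not used here. No overlap with it was computed.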

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

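The test with a correction for GC content and transcript length was chosen only after the results were seen.

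The knockdown effect averaged over both time points, which the paper does not report, called 13 of 19410 genes, 6 higher and 7 lower in Srrm2-KD (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), with 2633 genes at an unadjusted p below 0.05; DESeq2 called 733 and limma-voom 92. All 13 genes changed in the same direction in 3 of 3 experiments. Those with the smallest p were *Srrm2* (log2 fold change -1.19, standard error 0.10, adjusted p 0.00254), *Amh* (log2 fold change 2.78, standard error 0.34, adjusted p 0.0272), *Platr7* (log2 fold change 0.81, standard error 0.10, adjusted p 0.0272), *Haghl* (log2 fold change -1.39, standard error 0.17, adjusted p 0.0272) and *Gm4890* (log2 fold change 1.53, standard error 0.20, adjusted p 0.0276), all from edgeR. *Amh* and *Gm4890* have few counts, with means of 0.427 and 0.698 CPM in Gl2-KD at 24 h. *Mir5125* (log2 fold change -1.73, standard error 0.24, adjusted p 0.0276, edgeR) is among the 13 and lies within an intron of *Srrm2* in the same orientation, so reads counted on it can come from the *Srrm2* transcript.

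Of 100 splits of the 12 libraries, 3 called at least as many genes as the real 13, the real split included. This share makes chance unlikely but does not exclude it, since the highest other called 63. The other 2 splits, with 63 and 54 genes, parted 4 and 2 of the 6 pairs of libraries of an experiment and time point; among the 32 splits that part all 6 pairs, the highest other called 0. Library depth as the whole cause is argued against, since 12 of the 13 genes were still called with every library thinned to the smallest total. GC content and transcript length as the whole cause are argued against as well, with 12 of the 13 still called under offsets for both. *Srrm2* was lower in the Srrm2-KD library of all 6 pairs. The count moved with single libraries. Without the Srrm2-KD 24 h library of experiment 1, 2 or 3 it was 288, 2 and 1, without the Srrm2-KD 72 h library 22, 1 and 2, without the Gl2-KD 24 h library 17, 1 and 1, without the Gl2-KD 72 h library 26, 1 and 1, and without experiment 1, 2 or 3 111, 0 and 0. *Srrm2* was no longer called without experiment 2 (adjusted p 0.0899) or 3 (0.102) in edgeR. *Haghl*, *Platr7* and *Gm4890* were not called without experiment 2 or 3 or any single library of them, nor was *Amh*, except without the Srrm2-KD 72 h library of experiment 3. For *Haghl* the edgeR adjusted p without the library of experiment 2 or 3 was 0.117 and 0.122 for Gl2-KD at 24 h, 0.116 and 0.0724 for Gl2-KD at 72 h, 0.0788 and 0.0530 for Srrm2-KD at 24 h and 0.107 and 0.0709 for Srrm2-KD at 72 h. Open are an effect of the loss of *Srrm2* and an effect of the siRNAs apart from it, which all Srrm2-KD libraries share; the design has 1 control siRNA and these were not separated.

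Between 24 h and 72 h in Gl2-KD, a comparison that the paper does not report, 282 genes were called, 145 higher and 137 lower at 72 h (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), with 3260 at an unadjusted p below 0.05; DESeq2 called 1338 and limma-voom 482. The smallest p belonged to *Id3*, then *Foxd3*, *Ahnak2* (log2 fold change 1.52, standard error 0.17, adjusted p 0.0112), *Sned1* (log2 fold change -1.17, standard error 0.14, adjusted p 0.0112) and *Sdc4* (log2 fold change 1.27, standard error 0.15, adjusted p 0.0112), from edgeR, each changed in the same direction in 3 of 3 experiments. In Srrm2-KD, 281 of the 282 genes changed in the same direction. The real split was the only 1 of 10 with as many genes, and the highest other called 1, but 10 splits cannot exclude chance. Library depth does not explain the whole count, since 256 of the 282 were still called with every library thinned to the smallest total. With offsets for GC content and transcript length, 273 of the 278 that could be tested were still called. Without the Gl2-KD 24 h library of experiment 1, 2 or 3 the count was 2, 3 and 81, without the Gl2-KD 72 h library of experiment 2 or 3 0 and 60, without the Srrm2-KD 24 h library of experiment 2 101, and without experiment 2 or 3 0 and 87. *Id3* and *Foxd3* were not called without the Gl2-KD 72 h library of experiment 2 (adjusted p 0.0900, edgeR) or experiment 2 (0.501). Nor were *Ahnak2*, *Sned1* and *Sdc4* without that library (0.0954) or experiment 2, or without the Gl2-KD 24 h library of experiment 1 (0.0597) or 2 (0.0714). Open are time in culture and the repeated transfection, which go together in this design. The paper states for Fig. 4A that the RNA was extracted simultaneously, so a day of extraction is not put forward for this difference.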

How the results depend on the processing

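The correction for GC content and transcript length, the comparison of Srrm2-KD at 24 h with Gl2-KD at 72 h, and a block for each pair of libraries (experiment and time point together) were chosen only after seeing the data. Of 2033 values of 84 results under other settings, most kept their direction and their side of the threshold. With a library or experiment left out, 839 values stayed, 68 moved (counts by more than 1.5 times, values without a test beyond the spread between libraries), 57 values lost and 19 gained a call, and 13 changed sign. Under the other settings 870 stayed, 79 moved, 36 lost and 49 gained a call, and 3 changed sign. The alternative with spike-in RNAs was not run, since the count table has no such identifiers. Where no cause is named, the cause was not tested.

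At 24 h, where edgeR called 0 genes, DESeq2 called 25 and limma-voom 2, and edgeR called 1, *Srrm2*, with legacy=FALSE, with robust=TRUE, with no filter on low counts, with at least 10 counts in every library or with GC and length offsets. At 72 h, DESeq2 called 542, limma-voom 4, edgeR with legacy=FALSE 5, with no filter 42, with at least 10 counts in every library 1, and with 72 h fitted alone 323. The averaged effect went from 13 to 733 in DESeq2, 92 in limma-voom, 25 with RLE factors, 79 with legacy=FALSE, 47 with robust=TRUE, 123 with no filter, 93 with at least 10 counts in every library and 57 with GC and length offsets. The difference between the time points called 2 genes in DESeq2 and 1 with no filter. The change with time in Gl2-KD went from 282 to 1338 in DESeq2, 482 in limma-voom, 624 with legacy=FALSE, 476 with at least 10 counts in every library and 532 with the offsets. In counts simulated for 72 h, DESeq2 called 174 genes, 45 of them unchanged, and edgeR called 116, 6 of them unchanged. The simulated counts held no difference between experiments and no correlation between genes. They therefore do not show how many of the 542 genes called by DESeq2 at 72 h, against 0 in edgeR, are unchanged. For DESeq2 and the other settings listed here, no cause of the change was established.

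The experiment block decided many counts. Without it, the averaged effect and the change with time called 0 genes. With experiment 1, 2 or 3 against the others as batch, the averaged effect called 3, 0 and 0 and the change with time 0, 0 and 1. With a block for each pair of libraries, 724 genes were called at 72 h and 1124 for the averaged effect, 0 at 24 h and 0 for the difference between time points, with 17 of Table S15, 11 spliced genes and 1 pluripotency gene at 72 h, and *Srrm2* at a log2 fold change of -1.16 at 72 h was called. Of the other named genes, that block called *Ass1*, *Cox6b2*, *Dnmt3a*, *Dtx3*, *Fgf11*, *Mir5125*, *Myo3b* and *Nfatc4* at 72 h, which were not called with the experiment as the block. It leaves 4 residual degrees of freedom in place of 6 and lowers the common coefficient of variation from 0.22 to 0.152.

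*Srrm2* fell in every setting and moved across the threshold in some. At 24 h it was called at -1.22 in DESeq2, -1.21 in limma-voom, -1.22 with legacy=FALSE, -1.22 with robust=TRUE, -1.22 with at least 10 counts in every library, -1.21 with no filter and -1.17 with the offsets. At 72 h it was called at -1.15 in DESeq2, -1.16 in limma-voom, -1.16 with legacy=FALSE, -1.15 with at least 10 counts in every library, -1.16 with no filter and -1.16 with 72 h alone. With a library or experiment left out it ranged from -1.43 to -0.99 at 24 h and from -1.24 to -1.06 at 72 h. It was called at 24 h without the Srrm2-KD 24 h library of experiment 1 (-1.38) or experiment 1 (-1.43), and at 72 h without the Srrm2-KD 24 h library of experiment 1 (-1.17), 2 (-1.17) or 3 (-1.18).

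The spliced genes called over all genes were 2 at 24 h in DESeq2 and, at 72 h, 11 in DESeq2, 8 with 72 h alone and 3 with no filter. Adjusted over the list alone, the 2 at 24 h became 6 in DESeq2, 4 in limma-voom, 4 with 24 h alone, 4 with no filter, 4 with the offsets, 1 with robust=TRUE, and 0 with library totals only, without the block and with each of the 3 batches. The 11 at 72 h became 17 with 72 h alone, 0 without the block, and 4, 0 and 5 with experiment 1, 2 or 3 as batch. Of the genes of Table S15, DESeq2 called 19, limma-voom 2, edgeR with legacy=FALSE 2, with at least 10 counts in every library 1, with no filter 8, with 72 h alone 14, and the comparison of Srrm2-KD at 24 h with Gl2-KD at 72 h 2; over the list alone the 31 became 8 without the block and 11 and 12 with experiment 2 or 3 as batch. Of the pluripotency genes, DESeq2 and 72 h alone called 1 each; over the list alone the 2 became 4 with 72 h alone and 1 with the offsets, without the block and with each batch.

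Leaving out single libraries or experiments moved counts as follows. At 24 h the range was 0 to 10, with 10 genes without the Srrm2-KD 24 h library of experiment 1 and 6 without experiment 1. At 72 h it was 0 to 55, with 42, 1 and 55 without the Srrm2-KD 24 h library of experiment 1, 2 or 3, 7 without the Srrm2-KD 72 h library of experiment 1 and 8 without experiment 1. The averaged effect ranged from 0 to 288 and the change with time from 0 to 387, the highest without the Srrm2-KD 24 h library of experiment 1. The counts that moved by more than 1.5 times are given by library with these results above. The difference between time points called 1 without the Gl2-KD 24 h library of experiment 2 and 2 without the Srrm2-KD 72 h library of experiment 1, and 0 otherwise.

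Of the spliced genes, 2 were called at 24 h without the Srrm2-KD 24 h library of experiment 1 and 1 without experiment 1, and at 72 h 4 and 2 without the Srrm2-KD 24 h library of experiment 1 or 3 and 1 without experiment 1. Over the list alone the range was 0 to 13 at both time points. At 24 h it was 13 without the Srrm2-KD 24 h library of experiment 1, 11 without experiment 1, 1 without the Gl2-KD 24 h library of experiment 1, and 0 without that of experiment 2 or 3, the Gl2-KD 72 h library of experiment 2, the Srrm2-KD 24 h library of experiment 2 or 3, the Srrm2-KD 72 h library of experiment 2, experiment 2 or experiment 3. At 72 h it was 0 without the Gl2-KD 72 h library of experiment 2 or 3, the Srrm2-KD 72 h library of experiment 2 or experiment 2, and 4 without experiment 3. Table S15 ranged from 0 to 10 over all genes, with 10, 1 and 7 without the Srrm2-KD 24 h library of experiment 1, 2 or 3 and 3 without experiment 1, and from 14 to 33 over the list alone, with 20 without the Gl2-KD 72 h library of experiment 2 or the Srrm2-KD 72 h library of experiment 3 and 14 without experiment 2. The pluripotency list ranged from 0 to 1, with 1 without the Srrm2-KD 24 h library of experiment 3, and from 0 to 4 over the list alone, with 4 without that library or experiment 3, 0 without the Srrm2-KD 72 h library of experiment 2 or experiment 2, and 1 without the Gl2-KD 24 h library of experiment 2 or 3, the Gl2-KD 72 h library of experiment 2 or the Srrm2-KD 24 h library of experiment 2.

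At 72 h, 5 named genes besides *Srrm2* gained a call when a library or experiment was left out. Without the Srrm2-KD 24 h library of experiment 1, *Cox6b2* (-1.65), *Mir5125* (-1.88), *Dtx3* (-0.76) and *Nfatc4* (-0.74) were called. Without that of experiment 3, *Cox6b2* (-1.65), *Mir5125* (-1.88), *Dtx3* (-0.76) and *Dnmt3a* (0.83) were called, and without experiment 1 *Cox6b2* (-1.64) and *Mir5125* (-1.89). At 24 h, *Cox6b2* (-1.76 and -1.75) and *Mir5125* (-2.20 and -2.25) were called without the Srrm2-KD 24 h library of experiment 1 or without experiment 1.

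Values near 0 changed sign. The Pcyt2-201 log2 ratio at 24 h was -0.12 as a share of the gene's isoforms, and -0.0671 to 0.0869 with an experiment left out, the lowest without experiment 1. With GC and length offsets, *Srf* went to 0.12 and *Tcf7l1* to 0.0316. With libraries or experiments left out, *Rest* ranged from -0.20 to 0.0584 and was positive without the Gl2-KD 72 h library of experiment 1 or 2, the Srrm2-KD 72 h library of experiment 2 or experiment 2. *Srf* ranged from -0.31 to 0.0164 and *Tcf7l1* from -0.33 to 0.0265, both positive without the Srrm2-KD 72 h library of experiment 2. Medians of cluster lists changed sign without experiment 2 for cluster 2 markers at 72 h (-0.00465 to 0.14), higher genes at 72 h (-0.0255 to 0.18), cluster 3 markers at 24 h (-0.0179 to 0.00119) and cluster 3 markers at 72 h (-0.0408 to 0.0536). Without experiment 3 they did for cluster 1 markers at 24 h (-0.0458 to 8.63e-04) and lower genes at 24 h (-0.0925 to 0.0127). With a preset correlation of 0.01, camera called the cluster 1 markers (-0.13), the lower genes (-0.18), the higher genes (0.11) and the cluster 4 markers (-0.0887) at 72 h, and the higher genes (0.0788) and cluster 4 markers (-0.0439) at 24 h. These medians are those of the estimated correlation too, so the assumed correlation alone made the calls.

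As to depth, after thinning every library to the smallest total of 73933096, edgeR called 20 genes for the averaged effect and 299 for the change with time.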

Differences from the paper's values

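The paper reports 1 downregulated gene at 24 h, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0, with 508 genes at an unadjusted p below 0.05 and DESeq2 at 25 and limma-voom at 2. A count is taken here to differ when one is more than 1.5 times the other, and a log2 fold change when the signs differ or the values are apart by more than the SD of the differences within the 3 experiments. Of 29 alternatives set before the data were examined, 5 did not differ from the paper's count: at least 10 counts in every library, legacy=FALSE, robust=TRUE, limma-voom and no filter on low counts. The GC and length offsets, chosen after seeing the values, also called 1.

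The paper reports 24 downregulated and 13 upregulated genes at 72 h, and edgeR called 0 and 0, with 2498 genes at an unadjusted p below 0.05, DESeq2 at 542 and limma-voom at 4. Of the same 29 alternatives, those not differing from the paper's downregulated count were no filter on low counts, with 27 lower, and leaving out the Srrm2-KD 24 h library of experiment 1, with 31. For the upregulated count they were these, with 15 and 11 higher, and leaving out the Srrm2-KD 24 h library of experiment 3, with 14. Of the 37 genes of Table S15, DESeq2 called 19, 72 h fitted alone 14, no filter 8, legacy=FALSE 2, limma-voom 2 and at least 10 counts in every library 1. Leaving out the Srrm2-KD 24 h library of experiment 1, 2 or 3 called 10, 1 and 7 of them, and leaving out experiment 1 called 3. The 37 include 6 genes with the same values in every library, and are 32 distinct observations. The block for each pair of libraries, chosen after seeing the values, called 724 genes at 72 h and 17 of the 37, so it drops 20. The comparison of Srrm2-KD at 24 h with Gl2-KD at 72 h was also chosen after seeing the values. With experiment 1 against the others as batch and counts not rounded, it called 2 of the 37 and drops 35. Its unadjusted p-values lay near those of Table S15, with a median absolute difference of 0.00461 on the log10 scale. The 35 were therefore lost in the Benjamini-Hochberg adjustment, where the table's adjusted p-values imply 17 skipped ranks. With counts rounded and the experiment as the block, that comparison called 785 genes and all 37, and drops 0.

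The log2 fold changes of Table S15 at 72 h, on the same log2 scale, differ for 9 of the named genes from those of Srrm2-KD against Gl2-KD at 72 h. The groups set side by side are not alike, since the values of the table lie within 0.00122 of Srrm2-KD at 24 h minus Gl2-KD at 72 h. The pairs are: *Id3*, the paper's 2.40 and 0.81 here; *Mybl1*, the paper's -0.72 and -0.34 here; *Nrp2*, the paper's 0.67 and 0.22 here; *Fgf11*, the paper's -1.59 and -0.69 here; *Foxd3*, the paper's 1.29 and 0.39 here; *Cox6b2*, the paper's -2.07 and -1.64 here; *Myo3b*, the paper's 1.72 and 1.01 here. All 29 alternatives differ for each of these. For *Mir5125* the paper gives -2.05 and the value here is -1.88; of 29 alternatives, 27 differ, all but leaving out the Gl2-KD 72 h library of experiment 1 and leaving out the Srrm2-KD 72 h library of experiment 2. For *Gm13691* the paper gives 3.35 and the value here is 1.23, and all 28 alternatives differ. Over the whole table, 37 of 37 signs were the paper's and the paper's value was the larger in absolute size in 37 of 37, with a median absolute value of 1.21 in the paper's table and 0.69 here. For *Ass1* the paper's -0.72 and -0.58 here are apart by less than the SD of 0.15, though 7 of 29 alternatives differ, and the SD for *Mir5125* is 0.10. By the same rule *Srrm2* at 24 h, the paper's -1.215 (Table S14) against -1.22, does not differ.

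The paper's highest depth per library is 251 M sequenced reads and the highest total here is 153.3 M estimated counts. These are different quantities, sequenced reads and counts on genes.

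The paper states that none of its spliced genes was differentially expressed, and 0 of 75 were called here at 24 h and 72 h by edgeR over all genes; DESeq2 called 2 and 11 and 72 h fitted alone 8. The paper describes *Id3*, *Myo3b* and *Nrp2* as misregulated ahead of pluripotency genes, and over all genes edgeR called 0 of these 3 and 0 of the 12 pluripotency genes at 72 h, with 31 of the 37 genes of Table S15 (26 of the 32 distinct) and 4 of the 12 at an unadjusted p below 0.05. The 37 genes were chosen on these libraries and the 12 were not, so these 2 shares do not bear on the order. DESeq2 called *Id3* and *Myo3b*, the block for each pair of libraries, chosen after seeing the values, called *Myo3b*, and no setting tried for Srrm2-KD against Gl2-KD at 72 h called *Nrp2*. Of the 12 pluripotency genes, *Dnmt3a* was called at 72 h by DESeq2, with 72 h fitted alone, with that block and without the Srrm2-KD 24 h library of experiment 3, and no setting tried for this comparison called the other 11. The paper describes all exon events after the knockdown as exclusions, and of the 22 exon events of Table S12, 5 have a positive dPSI in the paper's own table, those of *Atp9b*, *Cd47*, *Epb41*, *Fbxo34* and *Prelid3a*, while all 19 of Table S11 are negative.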

Other observations

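The tests of Table S15 as a comparison across time points, of exchanged columns, of the skipped ranks and of the cluster lists over other splits were chosen only after the results were seen, as was the block for each pair of libraries.

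The 37 log2 fold changes of Table S15 lie within 0.00122 of those of Srrm2-KD at 24 h minus Gl2-KD at 72 h in a fit with experiment 1 against the others as batch and counts not rounded (Pearson r 1, across genes, which are not independent replicates). The same fit for Srrm2-KD minus Gl2-KD at 72 h differed from the table by up to 2.05. For the p-values the median absolute difference on the log10 scale was 0.00461, with *Srrm2* at 4.65e-06 in the table and 4.65e-06 in that fit. The table may therefore hold the comparison across time points, in which the knockdown and the time in culture go together, rather than that at 72 h; the paper's methods do not describe such a comparison. *Srrm2* in Table S14, -1.215 with p 4.54e-06, lies next to the comparison at 24 h in the same fit, -1.21 with p 4.54e-06. An exchange of the Srrm2-KD columns of 24 h and 72 h in the count table is argued against, since 281 of the 282 genes that changed with time in Gl2-KD changed in the same direction in Srrm2-KD.

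Srrm2-KD at 24 h minus Gl2-KD at 72 h equals the knockdown effect at 24 h minus the change with time in Gl2-KD. In the fit with the experiment as the block, these parts were 0.03 and -2.40 for *Id3*, and -1.22 and -0.00285 for *Srrm2*. Over the 37 genes, the median distance to Table S15 was 0.25 for Gl2-KD at 24 h minus 72 h. It was 0.74 for the knockdown effect at 24 h. The same libraries chose the genes, so the share of Table S15 that is change with time is estimated, not settled. In Gl2-KD at 24 h minus Srrm2-KD at 72 h, which shares no library with that comparison, 20 of 32 distinct genes have the sign of the table (two-sided exact binomial p 0.215). That comparison holds the knockdown effect with the opposite sign, which works against a match, so 20 of 32 does not argue against a change with time. In Gl2-KD at 24 h minus 72 h, 31 of the 32 have the sign of the table, and 17 of the 32 were called in edgeR. In Srrm2-KD at 24 h minus 72 h 32 have it, and in Srrm2-KD minus Gl2-KD at 24 h 27. These share the Gl2-KD 72 h or the Srrm2-KD 24 h libraries with the comparison that chose the genes, so they do not decide it either. Change with time is a candidate explanation and was not excluded. All 32 distinct genes have the sign of the table at 72 h too. In 20 simulations without a knockdown effect at most 26 of 32 had the same sign (median 22), and at most 9 against 26 passed over the list alone. Genes were drawn independently in these simulations, which leaves out deviations that many genes share in the Gl2-KD 72 h libraries. Sharing those libraries was therefore not excluded as the cause.

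The adjusted p-values of Table S15 imply ranks up to 54 for its 37 genes, so 17 ranks are skipped, and that of Table S14 implies rank 10 for its 1 gene, so 9 are skipped. The calls depend on these ranks. With p-values close to those of the tables, the fit with experiment 1 against the others as batch called 2 of the 37. It called 0 genes for Srrm2-KD minus Gl2-KD at 24 h. In the comparison across time points, unlisted genes with a p as small as the largest of Table S15 numbered 0, which argues against genes left out of the table. Spike-in RNAs, which the paper's methods say were added, remain a possible source; with 0 spike-in identifiers in the count table this could not be tested.

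With 72 h fitted alone, 323 genes were called, which include all 13 of the averaged effect. An experiment effect that differs between 24 h and 72 h is a candidate explanation for the difference from the joint fit: with a block for each experiment and time point, 724 genes were called at 72 h, 304 of them among the 323. Libraries of the same experiment had a median correlation of 0.594 at the same time point (6 pairs) and 0.446 across time points (12 pairs). The real grouping was 1 of 10 with 323 genes (highest other 5) for 72 h alone and 1 of 4 for the block at 72 h (highest other 0), and neither number of splits can exclude chance. For the averaged effect with that block, 1 of 32 exchanges of labels within pairs reached the real 1124. This is the smallest share that 32 exchanges allow, so chance is unlikely but not excluded. The highest other, 875, exchanged only the 24 h pair of experiment 1, and the next highest called 0.

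Other splits were counted for the remaining results. At 24 h and at 72 h the real count was 0, which all 10 of 10 splits reach, with a highest other of 1, and for the difference between time points 100 of 100 with a highest other of 13, so nothing is excluded. Over the list alone, the real 2 spliced genes at 24 h were reached in 2 of 10 splits (highest other 5), the 11 at 72 h in 1 of 10 (highest other 1), the 31 genes of Table S15 in 1 of 10 (highest other 0), and the 2 pluripotency genes in 2 of 10 (highest other 4). The smallest camera p over the 6 cluster lists at 72 h, 0.0521, was matched in 4 of 10 splits, the smallest other being 0.02. With 10 splits chance cannot be excluded for any of these.

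Off-target sites were tested by ranking the change of genes with a 7-mer seed match in the 3' UTR among 16380 7-mers (15423 genes). The E13 seed lay at percentile 0.849 at 24 h, over 2299 genes with an adjusted mean log2 difference of -0.02, and at 38.2 at 72 h. The E8/9 seed lay at 11.6 at 24 h and 45.3 at 72 h. A small effect of the E13 seed at 24 h may be present, as 1 of these 4 tests reached the lowest 1%, and at 72 h the ranks argue against both seeds. The control seed lay at 17.1 and 84.6. The paper's text does not say whether E8/9 and E13 were pooled.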
